# Translation and natural selection of micropeptides from long non-canonical RNAs

**DOI:** 10.1038/s41467-022-34094-y

**Published:** 2022-10-31

**Authors:** Pedro Patraquim, Emile G. Magny, José I. Pueyo, Ana Isabel Platero, Juan Pablo Couso

**Keywords:** Transcriptomics, Development, Genome evolution, Peptides, Molecular evolution

## Abstract

Long noncoding RNAs (lncRNAs) are transcripts longer than 200 nucleotides but lacking canonical coding sequences. Apparently unable to produce peptides, lncRNA function seems to rely only on RNA expression, sequence and structure. Here, we exhaustively detect in-vivo translation of small open reading frames (small ORFs) within lncRNAs using Ribosomal profiling during *Drosophila melanogaster* embryogenesis. We show that around 30% of lncRNAs contain small ORFs engaged by ribosomes, leading to regulated translation of 100 to 300 micropeptides. We identify lncRNA features that favour translation, such as cistronicity, Kozak sequences, and conservation. For the latter, we develop a bioinformatics pipeline to detect small ORF homologues, and reveal evidence of natural selection favouring the conservation of micropeptide sequence and function across evolution. Our results expand the repertoire of lncRNA biochemical functions, and suggest that lncRNAs give rise to novel coding genes throughout evolution. Since most lncRNAs contain small ORFs with as yet unknown translation potential, we propose to rename them “long non-canonical RNAs”.

## Abstract (web summary)

Translation of 100 to 300 micropeptides from small ORFs within lncRNA was detected by Ribosomal Profiling in Drosophila embryos. These translated small ORFs showed natural selection conserving micropeptide sequence and function.

## Introduction

Small, or short, open reading frames (smORFs) are DNA and RNA sequences that could be translated into proteins of less than 100 amino-acids. Hundreds of thousands of smORF sequences are found in eukaryotic genomes^1,2^, and thousands can be mapped to transcripts, often to putative non-coding RNAs^3,4^, thus challenging our understanding of our genomes’ coding potential. smORFs have been deemed non-coding on the basis of their high numbers, small size, and absence of experimental functional evidence, but there is a growing realisation that hundreds, if not thousands of smORFs are translated^3,5–7^ and that smORF peptides can have essential functions and be conserved across metazoans^8–10^. However, the full repertoire of smORF functional peptides is not known, nor are the genomic and evolutionary roles of smORF sequences. Metazoan smORFs can be classified into different classes according to their genomic features and translation levels, and these classes might have different molecular functions^11^. In metazoan genomes, (a) hundreds of annotated short coding DNA Sequences (sCDSs) appear mostly in monocistronic mRNAs, robustly translated into peptides about 80 AA long with a propensity to associate with membranes and regulate canonical (>100 AA) proteins with developmental^8,12^ or physiological^9,13^ roles; (b) thousands of upstream ORFs (uORFs) are located in the 5′ leaders of canonical mRNAs, not only regulating the translation of the canonical protein located downstream, but also producing short peptides (~25 AA) that can either interact with it^14^, or function independently^15,16^; finally, (c) long non-coding RNAs (lncRNAs) contain tens of thousands of smORFs averaging 20 codons in length (lncORFs). lncRNAs are longer than 200 bp but devoid of canonical annotated ORFs, and thus assumed to have non-coding functions. Indeed, several lncRNAs have functions mediated solely by their RNA sequence and structure, from chromatin factors to mRNA translation regulators throught the production of micro-RNAs^17^. However, hundreds of lncRNAs (each containing an average of 20 lncORFs) are polyadenylated and found in the cytoplasm, and can associate with ribosomes, indicating their potential for translation and production of micropeptides^18^. The production of functional micropeptides has been demonstrated in some cases reviewed in refs. 19–22 but it remains unclear to what extent translation into micropeptides is a general aspect of lncRNA biology, and further, how many of these peptides have biological functions.

smORFs provide an exciting overlap with another nascent field: de novo gene evolution. For a long time, the existence of tens, if not hundreds of species-specific (“orphan”) genes has been noted^23–25^. It is as if these genes have appeared not from mutation or duplication of existing genes, but de novo from previously non-coding sequences. However, the de novo gene concept has been beset with problems and controversies around their identification^26–28^ where, in effect, absence of evidence—homologies—was taken as evidence of absence. Further, there is currently no consensus on the mechanisms involved in de novo gene creation. It has been suggested that de novo genes arise from proto-genes, sequences with features somehow intermediate between inert DNA and full coding, canonical proteins^29^. Although neither these intermediate features, nor the mechanisms involved in the transition to a de novo gene have been proven, it has also been proposed that lncRNAs and smORFs can provide examples of de novo genes^4,5,11,30^, and that the acquisition of translation is a crucial event in the process^11^.

Given its ease of use, repertoire of closely-related species with sequenced genomes, and similarity of its smORFs with those of vertebrates^11^, *Drosophila melanogaster* provides an ideal model to address the related questions of smORF and lncRNA translation, evolution and function. Previous studies identified ribosomal binding in particular *Drosophila melanogaster* contexts (cell cultures and early embryos)^3,31,32^, but did not conclusively prove the translation of lncRNAs. Here we use ribosomal profiling with unprecedented depth and resolution across embryonic development to obtain the characteristic tri-nucleotide periodicity of mapped ribosome protected footprints (RPFs) that proves translation^33,34^. We show that ribosomal binding concentrates to particular lncRNAs and produces either micropeptide translation, or an intermediate ‘ribo-bound-only’ state, as observed recently in uORFs^5^. Further, we identify molecular features that not only support the observed lncRNA translation, but also the mechanism involved. Finally, our bioinformatics pipeline, GENOR, reveals a striking correlation between lncORF translation and evolution, with translated lncORFs displaying natural selection and older phylogenetic origin than non-translated ones. Taken together our findings are compatible with the possibility that lncRNAs acquire protein-coding function as their lncORFs evolve from an intermediate ribo-bound-only state to a fully translated one.

## Results

### Expanded depth and framing resolution leads to the detection of bona fide in vivo lncORF translation

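The deposited table lists 16253 lncORFs in 2644 transcripts of 2347 lncRNA genes. Chromosome arm 3R holds 4016 of them, 2L holds 3566, 3L holds 3326, 2R holds 2915, X holds 1989, Y holds 208 and chromosome 4 holds 187. Antisense RNA genes, whose transcripts run opposite to another gene, account for 4118 lncORFs in 481 genes. The median lncORF is 75 nt long without its stop codon, or 25 codons, and the lengths run from 30 to 1014 nt. A lncRNA gene carries a median of 5 lncORFs, and 250 genes carry 1. Of all lncORFs, 11124 (68.4%) overlap another lncORF of the table by at least 1 nt on the same strand, so that neighbouring lncORFs can count the same reads. Coordinates were compared with the Ensembl annotation of the same assembly: 15984 of the 15988 lncORFs whose transcript was found there on the same chromosome name and strand lie within its exons. A single transcript, the host of the bantam microRNA, carries 115 different gene names over its 117 lncORFs, and these were counted as 1 gene. The number in a lncORF's name follows the order of the stop codons along the transcript in all 16253 cases.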

We identified 16,334 lncORFs mapping to the 2545 genes currently annotated as lncRNAs in *Drosophila melanogaster*^35^. To determine their translation status, we used two biological replicas (T and B) of Poly-Ribo-Seq^5^ and mRNA-seq from three 8-h intervals covering the whole of *Drosophila* *melanogaster* embryogenesis: *Early* (0–8 h), *Mid* (8–16 h) and *Late* (16–24 h). 

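Ribosome footprints from polysomes (Poly-Ribo-Seq) were analysed for 1 library of replicate T from each stage, Early (0 to 8 h), Mid (8 to 16 h) and Late (16 to 24 h). RNA-Seq was analysed for 1 Early library of replicate T and 1 Late library of replicate B; Mid RNA-Seq and the other replicate of each stage were not used here, so differences between stages have no replicate check. The sample labels name these embryo libraries as repeat sequencing, which the paper pooled with earlier reads of the same samples. The authors aligned the reads and deposited RPKM per lncORF. Multiplying each RPKM by the lncORF length gave whole multiples of 1 read for 100% of the non-zero values in every library (tolerance 0.01 read), which returned the read counts and the library totals. These totals are 30135362 reads for Early, 58495334 for Mid and 117691187 for Late footprints, and 23927473 and 15157052 reads for Early and Late RNA-Seq. On a lncORF of median length, an RPKM of 1 is 2.26 footprint reads in the Early library, 4.39 in Mid and 8.83 in Late, so that 275 of the Early lncORFs above this threshold rest on fewer than 5 reads. A lncORF was called transcribed at an RNA-Seq RPKM above 1 in the Early or the Late library, and ribosome-bound if it was also above 1 in the footprints of any stage. On a lncORF of median length, an RNA-Seq RPKM of 1 is 1.79 reads in Early and 1.14 in Late. Of the lncORFs above it, 725 of 1721 in Early and 876 of 1421 in Late had fewer than 5 RNA-Seq reads. Many calls of transcription therefore rest on few reads. Framing cannot be read from RPKM, so ribosome-bound lncORFs here include those that the paper divides into ribo-bound-only, limited and robust. They also include some that the paper calls transcribed-only. Examples are lncORFs 2 and 3 of Hsromega transcript FBtr0084057, with 2 Early and 7 Mid footprint reads. RNA-Seq and footprints could also pass the threshold at different stages, whereas the paper calls binding within a stage and in both replicas. The 254 lncORFs without values, 208 on the Y chromosome and 46 on an unplaced contig, were left out. Intervals given with RPKM values are exact 95% Poisson intervals of the recovered reads and cover counting error only.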

In total, we amassed ca. 2 billion Riboseq and 604 million RNAseq reads, for a total of ca. 570 million genome-mapped Riboseq reads (Supplementary Table 1, methods), that reveal a highly significant correlation between replicates (Fig. 1a, Supplementary Fig. 1e). We followed our recently published smORF-suited pipeline^5^, considering a lncORF translated in a given stage if it fulfilled three conditions: (a) transcription (RNAseq signal RPKM^RNA^ > 1 in either replica); (b) ribosome binding (Riboseq signal RPKM^FP^ > 1 in both replicas); and (c) framing in ORF-aligned 32nt RPFs (tri-nucleotide periodicity passing a binomial test *p* < 0.01 in either replica, (Supplementary Fig. 1a). We detected 124 translated lncORFs within the 866 lncRNAs transcribed during *Drosophila melanogaster* embryogenesis. This number is in contrast to the 1258 translated uORFs found using a similar strategy^5^, and can be explained by the low RPKM^RNA^ and RPKM^FP^ signal in lncORFs when compared to other ORF classes (Fig. 1b).

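Footprint signal on lncORFs was low at each stage and concentrated in few of them. In the Early library 1714 of 15999 lncORFs had a read and 725 (4.53%) were above 1 RPKM, while 1304 had 1 to 5 reads. All lncORFs together took 24601 Early footprint reads, 0.0816% of the library, 36310 Mid reads (0.0621%) and 24628 Late reads (0.0209%). Among lncRNAs, Uhg3, a host of small nucleolar RNAs, reached 200.2 RPKM (181 reads) on its lncORF 4, and CR30055 reached 177 RPKM (192 reads) on its lncORF 1 in the Early library. The highest Mid values outside annotated structured RNAs included CR44138 lncORF 2 at 178.9 RPKM (314 reads), and the highest Late value was sphinx lncORF 4. Several of the top values lie over other annotated RNAs: CR44504 lncORF 4, at 3167 RPKM (4867 reads) the highest Early value, overlaps the microRNA hairpin mir-286, and CR42862 lncORF 1 (720.6 RPKM, 1368 reads) overlaps an exon of the protein-coding gene CG33229. The RNA of RNase MRP, which processes ribosomal RNA, had 156.2 RPKM (565 reads) on its lncORF 4 in Early embryos.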

**Fig. 1:**
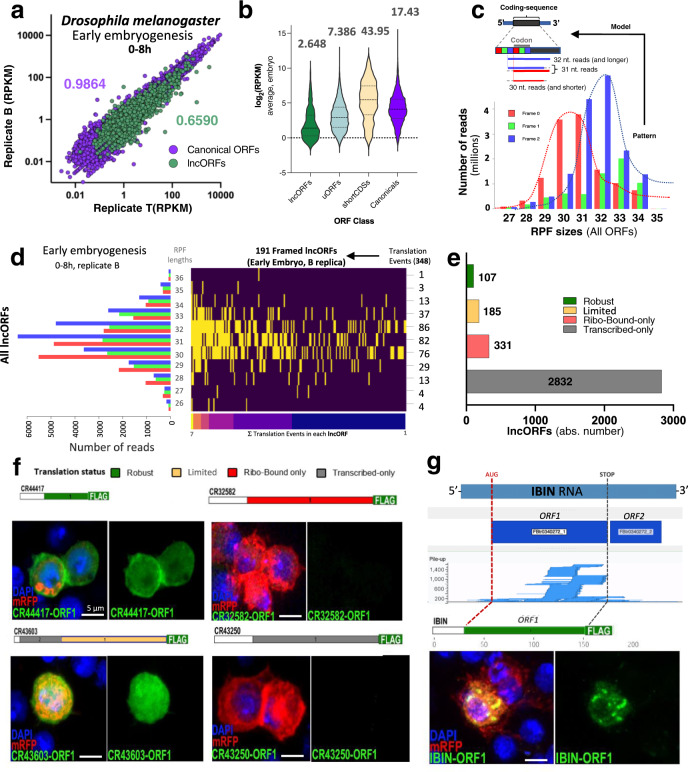
Detecting lncORF translation. **a** Correlation plot and Spearman’s correlations for lncORF (green) and canonical ORFs (purple) RPKM^FP^ values across replicas B (*y* axis) and T (*x* axis) of early embryogenesis. **b** Average ribosomal binding (RPKM^FP^) across embryogenesis for different types of coding sequences. Median value of the distributions shown on top. **c** Top, framing deconvolution model for *Drosophila melanogaster* Poly-Ribo-Seq. 31-nt long RPFs contain a mix of reads mapping to adjacent frames 0 and 2, reflecting a 1-ribonucleotide loss in either 5′ or 3′-positions, respectively, when compared to 32-nt reads (or longer), which mostly map to frame 2 (blue). 30 nt reads (and shorter) map predominantly to frame 0, explained by a 1-nt. loss in both 5′ and 3′-positions in this population of reads. Bottom, canonical ORF framing across ribosomal footprint lengths 26–36 nt. frame 0 (red), frame 1 (green) and frame 2 (blue). red dotted curve: frame 1 overrepresentation across shorter RPF length; blue dotted curve: frame 2 overrepresentation across longer RPF lengths. **d** Redundancy in lncORF translation signal. Left plot: Number of reads per frame for all RPF lengths (26–36 nt) mapping to lncORFs in one biological Poly-Ribo-Seq sample (0–8 h, Replicate B). Heatmap: detected framing events (yellow) per RPF length (y axis) per lncORF (x axis), sorted from higher (7) to lower (1) number of detections; 348 framing events support the translation of 191 lncORFs in this sample. Total number of events per RPF length is indicated on the right. **e** Number of lncORFs according to their translation signal. **f** FLAG-tagged lncORFs with translation signal are translated in S2 cells (left) whereas lncORFs lacking translation signal are not (right). Diagrams represent each construct used; 5´UTRs appear white, and lncORFs as colour-coded according to their Riboseq translation status (top). **g** The immunity-related lncRNA IBIN is robustly translated. ORF1 within the IBIN transcript shows accumulation of RPF reads, but not ORF2. Expression of FLAG-tagged IBIN ORF1 in S2 cells (see **f**) confirms its translated status. Source data are provided as a Source data file.

A marked improvement came from expanding our analysis parameters. *Drosophila melanogaster* RiboSeq samples show significant RPF size dispersion (26–36 nt, yet consistent with RPF sizes in other metazoans^36,37^) and variable framing patterns per RPF length^3,5,31^ (Fig. 1c, d), whose experimental or biological bases remain unclear. Interestingly, our metagene analysis of framing in canonical transcripts revealed that RPFs of different lengths show consistent tri-nucleotide periodicity, yet in different frames (Fig. 1c, d, Supplementary Fig. 1a). Further, RPFs of different sizes show framing in the same or adjacent codons, consistent with originating from the same translated ORF but resulting from variable ribonuclease protection (Fig. 1a). For example, 13,235 (84%) canonical ORFs with framing in 30 and 32 nt RPFs in Late stage Replica B correspond to the same ORF. These data indicate that statistically significant framing patterns in different RPFs reveal the same instances of ORF translation (Fig. 1c, d). lncORF RPFs presented a size dispersion like canonical RPFs (concentrated between 26 and 36 nt). We then ascertained whether non-32 nt. RPF framing in lncORFs also represents bona fide translation signal, by performing a global comparison of framing across canonical ORFs and lncORFs, and correlating the number of reads per frame per RPF length across the two ORF classes. Global framing patterns are very highly correlated between lncORFs and canonical ORFs of the same replica (*rho* between 0.88 and 1 across replicas, see Supplementary Fig. 1b) indicating that reads mapping to lncORFs are as indicative of translation as those of canonical genes.

Thus, we expanded our framing detection to all 26–36 nt RPF sizes, expecting that this increase in mapped reads would improve the number and reliability of framing events in the lowly expressed lncRNA transcripts (Fig. 1b). We found that 292 lncORFs now show translation signal (in any RPF size). Given this 235% increase in translation detections, we took advantage of our experimental replication, measuring framing independently in each T and B replica. 107 lncORFs appear robustly translated (i.e. show framing in both replicas of a given stage) while 185 show limited translation (i.e. framing in only one replica) (Fig. 1e, see also Supplementary Data 1). Comparing our RNA-Seq and Ribo-Seq datasets, we observe 2832 lncORFs that are transcribed, polyadenylated and detected in the cytoplasm in one or more stages, but never showing reproducible ribosomal association, and which we call ‘transcribed-only’ (Fig. 1e). 

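Of 2352 lncORFs transcribed in the Early or the Late RNA-Seq library, 1520 stayed at or below 1 footprint RPKM at all 3 stages, and 832 (35.4%, exact 95% interval 33.4 to 37.3%) were ribosome-bound in at least 1 library. The lncRNA of the heat shock gene Hsromega contributed 91 transcribed lncORFs, of which 22 were ribosome-bound. The dosage compensation RNA roX1 contributed 36, of which 18 were bound, and noe contributed 6, of which 1 was bound, on a single read. In the Early libraries alone 1721 lncORFs were transcribed and 470 of them (27.3%) were also above 1 footprint RPKM; in the Late libraries the numbers were 1421 and 254 (17.9%). Binding was called here from 1 library, whereas the paper requires it in both replicas of a stage. From the absence of reproducible footprints, the paper calls the transcribed lncORFs without them transcribed-only.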

Interestingly, we also find a group of 331 lncORFs that display reproducible ribosome binding (RPKM^FP^ > 1 in both replicas of a given stage) but no evidence of framing in any sample (Fig. 1e). These lncORFs are comparable to the previously described ‘ribo-bound-only’ uORFs^5^, and could associate with ribosomes for reasons other than productive translation.

Since RPFs of different sizes likely arise from different ribonuclease protection events, and thus from independent molecular events of ribosome-ORF binding, detection of framing in distinct RPF lengths further reinforces translation detection (Fig. 1d, e). We found that robustly translated lncORFs are supported by a minimum of 20 framed reads and between 4 and 85 independent translation events (RPFs showing framing and that are either of different-sizes, or come from different replicas or stages) (Fig. 1d, e, Supplementary Fig. 1c). 

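The level of footprints on these lncRNAs differed between the stages. IBIN, an immune-induced RNA on chromosome 2R, has 1 lncORF in the table (17671100 to 17671222), which rose from 1.35 RPKM in the Early library (5 reads, interval 0.438 to 3.15) to 28.1 RPKM in Mid (202 reads, 24.3 to 32.2). On chromosome 4, lncORF 4 of the courtship-related lncRNA sphinx (976957 to 977055) had 70.4 RPKM in Early (61.2 to 80.6), 86.5 RPKM in Mid (79.1 to 94.4) and 141.9 RPKM in Late embryos (1653 reads), and the other 9 lncORFs of sphinx were not transcribed. This lncORF held 210 of the 214 Early, all 501 Mid and 1653 of the 1655 Late footprint reads summed over sphinx. Whether these reads came from sphinx itself was not tested. Hsromega lncORF 1, on 3R from 21296740 to 21296820, was highest in Mid embryos at 49.4 RPKM (43.3 to 56.1) against 19.3 RPKM in Early (14.1 to 25.6). The dosage compensation RNA roX2 on the X chromosome peaked in Mid embryos on its lncORF 5, with 35.1 RPKM (28.9 to 42.3) against 11.7 RPKM in Early and 0.944 RPKM in Late embryos. Footprints on bxd, from the bithorax complex on 3R, were almost limited to the Early library: summed over its 19 lncORFs they came to 139 Early, 8 Mid and 3 Late reads, and lncORF 2 of its transcript FBtr0083341 had 17.5 RPKM (30 reads, 11.8 to 24.9).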

Interestingly a number of transcripts from characterized lncRNAs with putative non-coding functions (e.g. *IBIN, sphinx*, *rox2*, *Hsr-omega*, *bxd*) show one or more robustly translated lncORFs (Fig. 1f).

To corroborate lncORF translation independently we generated FLAG-tagged versions of lncORFs and quantified their expression in S2 cell cultures. lncORFs with framing corroborated in multiple RPF sizes display strong and reproducible FLAG signal, whereas ribo-bound-only or transcribed-only lncORFs do not (Fig.1f, Supplementary Fig. 1d), even if located within the same RNA transcript (see CR30055 later). Importantly both our Poly-Riboseq and tagging data corroborate the translation of lncRNAs with proposed non-coding functions, such as *IBIN*^38^ (Fig. 1g, Supplementary Fig. 1d).

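In the footprint libraries the single IBIN lncORF of the table, of 41 codons, stayed at a similar level from Mid to Late embryos, with 31.7 RPKM in Late (459 reads, interval 28.9 to 34.7). Its RNA-Seq level was 7.48 RPKM in the Early and 62.8 RPKM in the Late library, which come from different replicates. In S2 cells IBIN had 0.117 RPKM of RNA and no footprint reads in either fraction, which allows up to 0.854 RPKM in the polysome library. The later Ensembl annotation used here carries this lncORF as a coding sequence. It does the same for CG45273 lncORF 1 (2, 58 and 135 footprint reads in Early, Mid and Late embryos) and for CG43051 lncORF 1 (1, 24 and 30 reads), which overlaps a snoRNA, and for 8 lncORFs of the table in all. From its footprint and tagging data, the paper states that lncRNAs with proposed non-coding roles such as IBIN are translated.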

The *Drosophila* genome annotation uses different standard gene prediction algorithms (such as Augustus^39^, Contrast^40^, GeneID^41^, NCBI gnomon, and SNAP^42^), and homology search engines (mainly BLAST-based), which perform well with long coding sequences, but less so with shorter ones^1,11,43^, hence the lack of annotation of our set of translated lncORFs as coding sequences. More recent coding sequence predictors such as PhyloCSF^44^ or AnABLAST^45^, only identify as translated a very limited proportion of lncORFs (4.45% and 0.7%, respectively) detected as translated by Ribo-seq in this study (whether robust or limited) (Supplementary Fig. 1f), altogether highlighting the importance of experimental evidence to assess the translation of short ORFs.

### Developmental regulation of lncORF translation

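Fewer lncORFs were above 1 footprint RPKM in Late than in Early and Mid embryos. Whatever their RNA level, 725 lncORFs of 241 genes passed this threshold in the Early library, 789 of 254 genes in Mid and 321 of 125 genes in Late. bxd had 11, 1 and 0 lncORFs above the threshold, while its RNA-Seq reads went from 81 in the Early to 5 in the Late library. The neuronal lncRNA CRG went from 0 Early to 19 Mid and 4 Late lncORFs, and all its lncORFs lie over exons of the protein-coding gene CASK on the same strand. The yellow-achaete intergenic RNA yar had 3, 15 and 1. Of 1216 lncORFs above the threshold at any stage, whether or not they were called transcribed, 772 (63.5%) were above it at a single stage, 365 of them in Early, 353 in Mid and 54 in Late, and 175 (14.4%) at all 3. Among 790 lncORFs transcribed in both the Early and the Late RNA-Seq library, 437 were bound, 181 of them (41.4%) at a single stage and 143 (32.7%) at all stages. Few reads can move a lncORF across the threshold and so make it single-stage. Of the lncORFs above it, 275 in Early, 145 in Mid and 5 in Late had fewer than 5 reads. The shares at a single stage were not recomputed with a minimum of reads. With the threshold set at 5 recovered reads the numbers were 479 Early, 854 Mid and 611 Late lncORFs, so that the order of Early and Late turns with it; the deeper library needs a lower RPKM for 5 reads.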

We analysed how lncORF translation varies across the three different embryonic stages. lncORFs with translation signal in either replica appear to be more abundant in Early and Mid-stages, 188 and 162 lncORFs, respectively, compared to 83 in Late embryogenesis (Fig. 2a). Altogether, 259 lncORFs (89% of those translated at any stage) show stage-specific translation, while only 11% have constitutive translation signal (33 out of 292) (Fig. 2b). This pattern is similar to that of uORFs and differs from canonical ORFs, where 90% show translation, 67% of which is constitutive across stages^5^. This developmental regulation could involve transcriptional changes, changes in amount of ribosomal binding, or in the quality of the ribosomal engagement (framing). Transcriptional changes do not explain all stage-specificity, indicating that genuine translational regulation is involved. First, most translated lncORFs are transcribed in all stages (62%, 182 out of 292) (Fig. 2b). Second, translation of these constitutively-transcribed lncORFs also occurs in a stage-specific manner (Fig. 2c). Further, we observe that growing amounts of ribosomal association do not necessarily dictate productive translation, as indicated by framing (Supplementary Fig. 2d) suggesting that the amount of ribosomal association is not the only factor that favours lncORF translation, which supports the importance of the quality of ribosomal engagement.

**Fig. 2:**
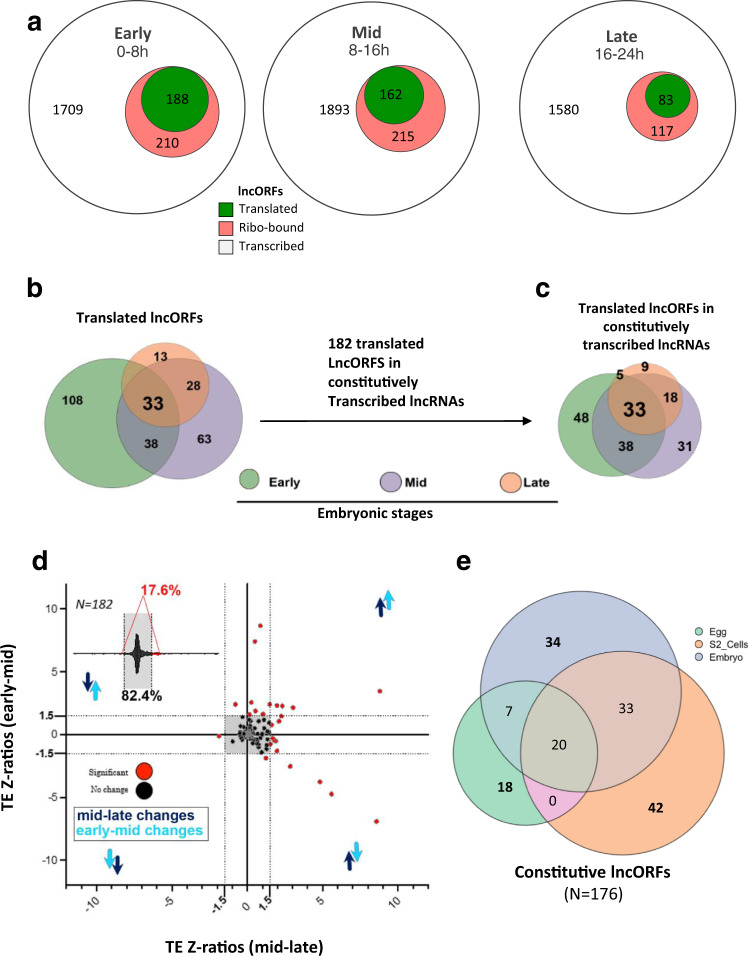
Developmental regulation of lncORF translation. **a** Number of transcribed (white), ribo-bound (red), and translated (green) lncORFs per embryonic developmental window. **b** Venn diagram showing lncORFs with translation signal per stage, from all lncRNAs. **c** Constitutively transcribed lncORFs are also translated in a stage-specific manner. **d** Quantitative fluctuations of lncORF translation across stages. TE (translational efficiency) Z-ratios across embryogenesis for constitutively transcribed lncORFs. Inset plot shows proportion of lncORFs with significant shifts in TE (17.6%) versus those with no significant TE changes. The majority (82.4%) of translated lncORFs with expression across embryogenesis show no significant quantitative modulation in translational efficiency across stages (−1.5 ≥ Z-ratio ≥ 1.5), for both analysed developmental window transitions (Early-to-Mid and Mid-to-Late). lncORFs with significant TE changes are highlighted in red. Arrows denote upregulation or downregulation from early-to-mid (light blue) or mid-to-late (dark blue) transitions. **e** lncORFs with constitutive transcription across different cellular contexts show high percentages of context-specific translation: Embryos (blue, top), 36% (34 lncORFs); S2 cells (orange, right) 44% (42); and Eggs (green, left) 40% (18).

Comparison with a sample of 182 canonical ORFs with similar characteristics (constitutive transcription and low ribosomal association levels (RPKM^FP^)) corroborates that translational regulation is more prevalent amongst lncORFs (Supplementary Fig. 2a–c), and that the observed high levels of translational regulation are not simply due to random variations of low expression levels.

To further explore the basis of this translational regulation in development, we studied the contribution of qualitative changes in ribosomal binding (from translating (framed) to non-productive binding (ribo-bound only)). We observed that such qualitative changes occur in 38% (69 out of 182) of constitutively transcribed lncORFs. This is more than double the level observed in canonical ORFs, either amongst our lowly-expressed canonical control set (15%, 27 out of 182), or amongst canonical ORFs during the maternal to zygotic transition at early embryogenesis (14%^5^).

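Translational efficiency (footprint over RNA-Seq RPKM) varied by more than an order of magnitude between lncORFs in Early embryos. CR30055 lncORF 2 had 22.8 (489 footprint and 17 RNA-Seq reads) and Uhg1 lncORF 1 had 20.9 (158 and 6 reads). CR30055 lncORF 4 had 0.454 (8 and 14 reads) and IBIN lncORF 1 had 0.180 (5 and 22 reads). With so few reads these ratios are imprecise, and lncORFs 2 and 4 of CR30055 lie on 1 transcript. Over 470 lncORFs above 1 RPKM in both Early libraries of replicate T the median was 0.623 (95% interval of the median 0.529 to 0.794, quartiles 0.176 and 1.59), and 169 were above 1. Over 254 lncORFs in Late embryos, where the footprints come from replicate T and the RNA-Seq from replicate B, the median was 0.322 (0.239 to 0.417). Among the 207 Early lncORFs with at least 10 footprint reads the median was 1.46 (0.938 to 1.91), a selection on the numerator that raises the ratio by its construction. The same cut left 210 Late lncORFs with a median of 0.394 (0.267 to 0.492), so it moved the Early median more. The threshold of 1 footprint RPKM selects on the numerator too. A change of efficiency between successive stages was not computed, since Mid RNA-Seq was not used here.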

We next used the 182 constitutively transcribed lncORFs to quantify the role of changes in the intensity of ribosomal binding between successive embryonic stages with the translational efficiency metric (TE = RPKM^FP^/RPKM^RNA^, i.e. the ratio of translation to transcription). 17% (32 lncORFs) show significant changes in TE (Fig. 2d), while the rest show stable levels of ribosomal binding. Only 1% (2 out of 182) of lowly expressed canonical ORFs undergo this quantitative translational regulation (Supplementary Fig. 2a-c).

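S2 cells, a line derived from Drosophila embryos, gave 3 libraries: footprints from monosomes (12420079 reads), footprints from polysomes (35113316 reads) and RNA-Seq (69684820 reads), with 1 library each and no replicate check. The authors deposited RPKM per lncORF, and read counts were recovered as for the embryo libraries. Reads on lncORFs came to 37389 for monosomes and 36074 for polysomes, spread over 262 and 1226 lncORFs. RNA-Seq placed 3369 lncORFs of 567 genes above 1 RPKM. Of these, 552 (16.4%) were ribosome-bound in polysomes and 233 (6.92%) in monosomes. Footprints of the snoRNA hosts Uhg5 and Uhg1, of roX2 and of CR43144 had the highest RPKM in the polysome library: Uhg5 lncORF 1 had 1032 reads, Uhg1 lncORF 1 had 935 and roX2 lncORF 2 had 784. The monosome library lists 4 lncORFs with 1 to 5 reads, against 754 in the polysome library.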

We extended our analysis to two different contexts: S2 cell cultures (derived from late *Drosophila melanogaster* embryos), and unfertilized *Drosophila melanogaster* eggs^31^. Although different, these contexts are closely related to embryos, yet significantly less complex, and thus provide other biological settings in which we can examine lncORF translational regulation. We identified 176 lncORFs with translation signal that are transcribed in all three contexts. A significant proportion of these lncORFs (44%, 36% and 40%, in S2 cells, embryo and egg lncORFs, respectively) showed context-specific translation signal (Fig. 2e). These results corroborate that qualitative translational regulation is a general feature of lncRNA translation.

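Many lncORFs transcribed in both contexts were bound by ribosomes in the embryo libraries and in S2 polysomes. Of 1153 such lncORFs, 278 in 91 lncRNA genes were bound in both, 223 in embryos alone, 67 in S2 polysomes alone and 585 in neither. The odds ratio was 10.9 (two-sided Fisher's exact test, p = 7.18e-64; lncORFs of one lncRNA are not independent, so the p is too small). Hsromega lncORF 1 and CR30055 lncORF 2 were bound in both, with 71.7 and 87.0 RPKM in S2 polysomes. roX1 had no lncORF above 1 RPKM in S2 polysomes, although 29 were above 1 RPKM in S2 RNA-Seq. The classes rest on 1 library in S2 cells and on any of 3 stages in embryos, and eggs were not analysed here.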

### Translation is localized to a subset of polycistronic lncRNAs

The majority of transcribed lncORFs (2832 lncORFs in 602 lncRNA transcripts with RPKM^RNA^ > 1) lack ribosomal association (RPKM^FP^ > 1). Surprisingly, most lncORF ribosome-binding and translation events during embryogenesis are contained within 30% of all transcribed lncRNAs (602 lncORFs in 264 lncRNAs, Fig. 3a). 

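Of 611 lncRNA genes with a transcribed lncORF, 281 (46.0%, exact 95% interval 42.0 to 50.0%) carried at least 1 ribosome-bound lncORF in the embryo libraries. The most was found in CR42862, with 40 of 40 transcribed lncORFs bound, followed by Hsromega with 22 of 91, CRG with 19 of 29, roX1 with 18 of 36 and CR45204 with 16 of 20. All 11 transcribed lncORFs of CR44417, which the paper tagged in S2 cells, were bound. Genes with at least 2 bound lncORFs numbered 156 and held 707 bound lncORFs, 85.0% of them all. The paper states that most ribosome-binding events fall within a limited share of the transcribed lncRNAs.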

The clustering of ribo-bound lncORFs in this 30% of lncRNAs is significantly different to what is expected at random (Fig. 3b). This suggests that a subset of transcribed lncRNAs is more prone to ribosomal binding than others. 

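Ribosome-bound lncORFs fell in fewer lncRNAs than chance placement gives. If the 832 bound labels were shuffled among the 2352 transcribed lncORFs, keeping the number of lncORFs of each gene, 382 genes would carry a bound lncORF (95% of shuffles between 365 and 399), against the 281 observed (one-sided permutation test, p = 1e-05, the smallest that 100000 shuffles can give). No bound lncORF was found in 330 genes, against 229 by shuffling and 157 by a Poisson model with the observed mean of 1.36 per gene. At the other end, 18 genes had 8 or more, against 11.4 by shuffling and 0.0539 by the Poisson model. Restricting the test to the 811 transcribed lncORFs that overlap no other lncORF, the observed number was 160 genes against 183 (permutation p = 3e-05). RNA level accounts for part of the difference. With labels shuffled within quintiles of Early RNA-Seq RPKM, 348 genes were expected for all lncORFs (333 to 364, permutation p = 1e-05). For those that overlap no other, 174 were expected (permutation p = 0.00634). The paper proposes from this clustering that some transcribed lncRNAs bind ribosomes more readily than others.

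**Figure D1:**
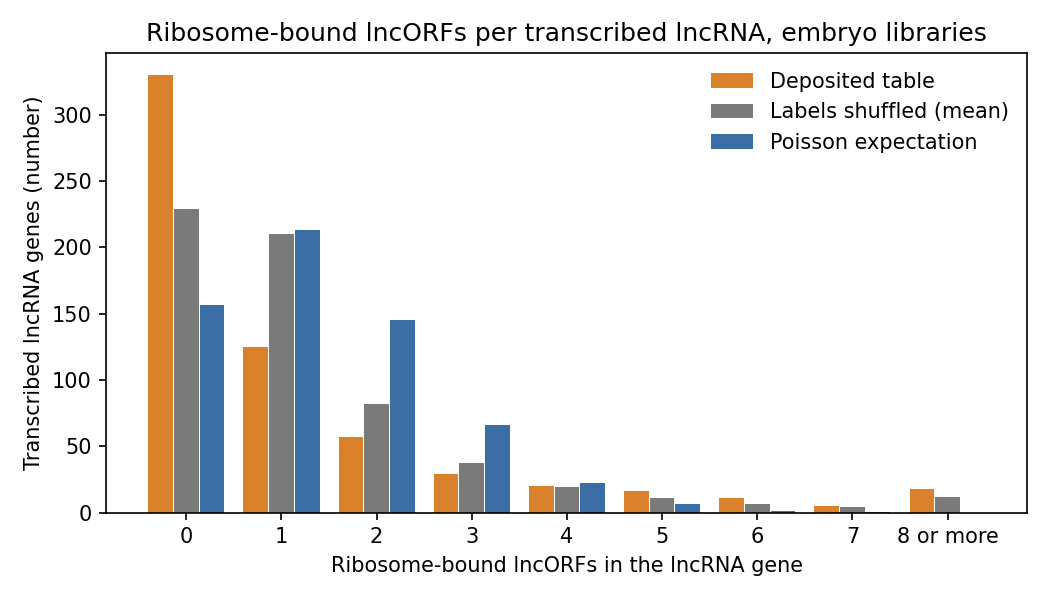
Number of transcribed lncRNA genes (vertical axis) by the number of ribosome-bound lncORFs they carry in the embryo libraries (horizontal axis), in the deposited table, on average over shuffled labels and under a Poisson model. The table has more genes with 0 (330) and with 8 or more (18) than either model.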

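Hosts of small nucleolar RNAs were bound most often among the lncRNA groups other than the list tagged by the paper. Several groups hold lncRNAs that the paper names for translation or ribosome association in its data. Uhg1, roX2, Hsromega, IBIN, sphinx and bxd are among them, so the tests of their groups are not independent of the paper's results. Of their 45 transcribed lncORFs 33 (73.3%) were ribosome-bound, in 7 of 7 genes, against 34.6% of the other transcribed lncORFs (odds ratio 5.19, exact test, adjusted p = 6.53e-07). The nervous system group (sphinx, yar, CRG and noe) had 25 of 41 bound (61.0%, odds ratio 2.91, exact test, adjusted p = 0.00166), and dosage compensation (roX1 and roX2) had 25 of 46 bound (54.3%, odds ratio 2.21, adjusted p = 0.0128). Antisense RNAs were bound less often, with 166 of 640 (25.9%, odds ratio 0.550, exact test, adjusted p = 1.25e-08), and so was the stress and immunity group (Hsromega and IBIN) with 23 of 92 (25.0%, adjusted p = 0.0462). By gene only the snoRNA hosts (7 of 7) and the tagged list (6 of 6) passed the test. For both, 0.5 was added to an empty cell, so the sizes of their odds ratios (18.1 and 15.6) follow from the number of genes. The snoRNA hosts hold 45 transcribed lncORFs, and 1 bound lncORF is enough for a gene to count as bound. The difference for antisense RNAs was lost, with 70 of 178 genes bound (exact test, odds ratio 0.682, adjusted p = 0.0884). All genes of dosage compensation (2), the nervous system group (4) and stress and immunity (2) were bound (exact tests, adjusted p = 0.211, 0.0884 and 0.211). The odds ratios of these groups by gene (5.91, 10.7 and 5.91) follow from the number of genes, since 0.5 was added to an empty cell. A gene counts as bound with 1 bound lncORF, and roX1, CRG and Hsromega have 36, 29 and 91 transcribed lncORFs. The shares by gene therefore give no direction for these groups. Neither the bithorax complex (18 of 36, exact test, adjusted p = 0.0783) nor the microRNA hosts (31 of 116, adjusted p = 0.0533) passed the test. The lncRNAs tagged by the paper in S2 cells had 34 of 42 bound (81.0%), a list that was chosen on these data and is not independent evidence. Tests were two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the groups, and lncORFs of one gene are not independent. The difference for dosage compensation was lost within quintiles of Early RNA level (Cochran-Mantel-Haenszel odds ratio 1.12, adjusted p = 0.832, n = 2352 lncORFs), while the microRNA hosts passed the test there (odds ratio 0.601, adjusted p = 0.0384, n = 2352 lncORFs). Hsromega holds 91 of the 116 transcribed lncORFs of the microRNA hosts and 91 of the 92 of stress and immunity. Both results therefore rest mostly on 1 lncRNA. Of the other transcribed microRNA hosts, iab4 had 5 of 17 lncORFs bound and iab8 had 4 of 8. The difference for the nervous system group was lost without lncORFs over other annotated genes, which leaves out CRG (Fisher's exact test, odds ratio 1.97, adjusted p = 0.237), and so was that for stress and immunity (exact test, odds ratio 0.662, adjusted p = 0.147).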

Strikingly, 77% of lncRNAs containing lncORFs with robust translation also contain other lncORFs with either ribosomal-binding and/or limited translation. Similarly, 63% of lncORFs with limited translation share their lncRNA with other lncORFs that display either ribosome-binding or robust translation (see below, Fig. 3e). Finally, there is a significant correlation between the number of ribo-bound-only (unproductive) and other lncORFs in *cis* displaying translation signal (limited or robust) (Pearson *r* = 0.5998, *p* < 0.0001) (Fig. 3c).

**Fig. 3:**
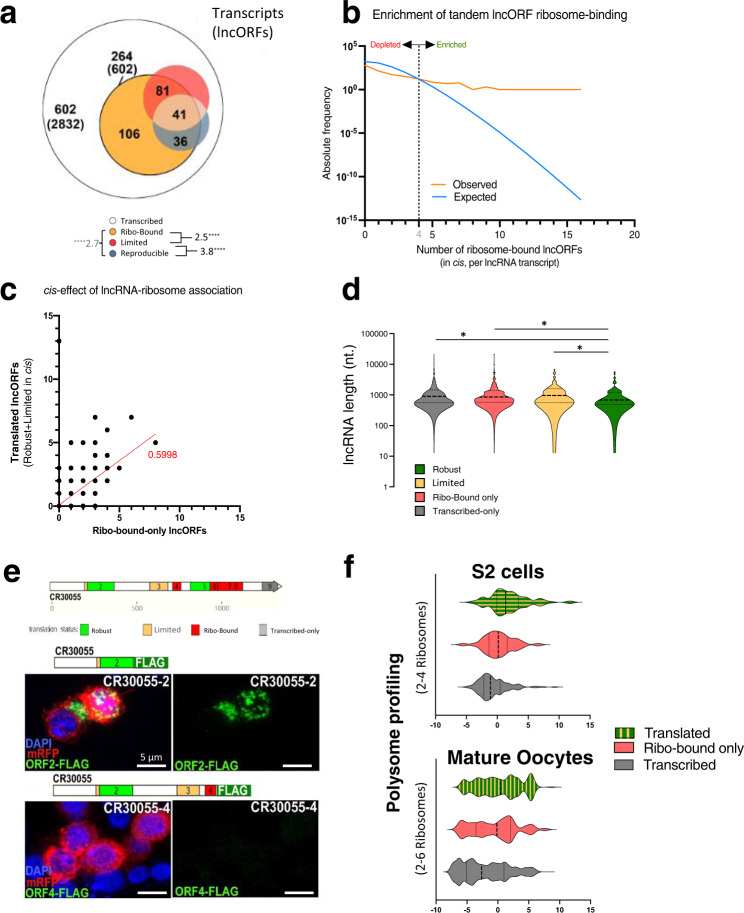
Clustering of translation in lncRNAs. **a** A subset of lncRNA transcripts shows accumulation of translation events in *cis*. Top, proportional Venn diagram representing lncRNAs according to translation signal detected within their lncORFs (parentheses= lncORF numbers). Bottom, pairwise overlap comparisons, showing corresponding representation factors, and their significance (****p < 0.0001, representation factor analysis, see ‘Methods’). **b** Number of lncORFs in the same lncRNA showing ribosomal binding (RPKM^FP^ > 1, orange), compared with expectations as given by a Poisson model (blue). Values to the right of their intersection (dotted line) show the enrichment of *cis*-related binding. **c** Correlation between ribosome-bound-only and translated lncORFs in the same lncRNA. Pearson’s *r* = 0.5998. **d** lncRNA length does not explain clustering of ribosomal binding and translation events to particular lncRNAs. Violin plots of annotated lncRNA transcript lengths (nt) in function of the translation signal detected within their lncORFs. *N* = 866 transcribed lncRNAs (see panel 3a). “*” denote *p*-values <0.05. *p* = 0.0133 for “reproducible-variable” comparison; *p* = 0.0183 for “reproducible-ribo-only” comparison; *p* = 0.0198 for “reproducible-transcribed” comparison. Mann–Whitney tests, two-tailed. **e** CR30055 is an example of a lncRNA with multiple ORFs: ORF2 appears as robustly translated by Riboseq, and ORF2-FLAG shows expression in S2 cells, whereas ORF4, appears as ribo-bound-only, and shows no expression in S2 cells, despite sharing the same transcript as ORF2. **f** Polysomal RNA RPKM values of lncRNAs from low polysomes in S2 cells (2–4 ribosomes per lncRNA, top) and Eggs (2–6, bottom) are enhanced for embryo-translated lncRNAs, suggesting that translated lncRNAs have an intrinsic higher affinity for ribosomes.

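CR30055 lies on chromosome 2R, and its lncORF 2 (12589459 to 12589617, 53 codons) carried far more footprints than its lncORF 4 (12589961 to 12590011, 17 codons). In Early embryos lncORF 2 had 102.1 RPKM (489 reads, interval 93.2 to 111.5) and lncORF 4 had 5.21 RPKM (8 reads, 2.25 to 10.3). The RNA-Seq level went the other way, with 4.47 RPKM on lncORF 2 and 11.5 RPKM on lncORF 4. In S2 polysomes lncORF 2 had 486 reads and lncORF 4 had 2 (1.12 RPKM, 0.135 to 4.03), and in S2 monosomes lncORF 2 had 104 and lncORF 4 had none, which allows up to 5.82 RPKM. lncORF 1 (12 codons) overlaps lncORF 2 in part and can count the same reads, while lncORF 4 overlaps no other lncORF. Downstream, the 3 lncORFs numbered 9 to 11 stayed below 1 footprint RPKM in each embryo and S2 library.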

This clustering suggests that ribosomal association is a property of specific lncRNAs that in turn impinges on their lncORFs. That is, translation of a given lncORF seems contingent upon the ability of its lncRNA to engage ribosomes, and thus is linked to ribosomal-binding in other lncORFs in the same RNA. This concentration of ribosome-binding is not due to longer lncRNA length; in fact, lncRNAs without ribosome-binding can be significantly longer than those with robust translation (medians: 898 nt *vs*. 687, respectively; *p* = 0.0198) (Fig. 3d).

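Transcripts of lncRNAs with and without ribosome binding had similar lengths. The median was 943.5 nt for 326 transcripts with a ribosome-bound lncORF and 901 nt for 368 transcripts without (two-sided permutation test of mean ranks, p = 0.344), with lengths from the exons of the Ensembl annotation. A transcript with binding was the shorter of a random pair in 47.9% of pairs. When labels were shuffled only within quintiles of the number of transcribed lncORFs per transcript, 43.3% was expected, so that transcripts with binding were then the shorter ones (permutation p = 0.0168). The comparison with robustly translated lncRNAs alone was not made, since framing calls were not analysed here.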

To corroborate that ribosomal association is preferentially displayed by certain lncRNAs regardless of context, and to exclude any effect of our PolyRiboSeq protocol, we generated RiboSeq data from lncRNAs from monosome fractions (RNAs bound by a single ribosome) of S2 cells, and analysed RiboSeq data from eggs^31^. 

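Monosomes and polysomes of S2 cells shared most of the lncORFs found in monosomes. Of 233 lncORFs bound in monosomes, 173 (74.2%, exact 95% interval 68.1 to 79.7%) were also bound in polysomes, and of 552 bound in polysomes, 31.3% were bound in monosomes. By RPKM both fractions were led by Uhg5 lncORF 1, with 5948 monosome and 1032 polysome reads, and by Uhg1 lncORF 1 with 3608 monosome reads. CR43144 had 6190 reads in polysomes and 1161 in monosomes summed over its lncORFs, most of which overlap one another, but the polysome library is the deeper one. On its transcript FBtr0342855, lncORF 2 had 294.0 RPKM in polysomes and 246.4 in monosomes, and lncORF 5 had 202.5 and 103.3. The lncORF 4 of sphinx had 145 polysome reads and none in monosomes. It had no S2 RNA-Seq reads and is not among the lncORFs compared. Whether these polysome reads came from sphinx itself was not tested. Over the 3369 lncORFs above 1 RPKM in S2 RNA-Seq the odds ratio was 21.0 (two-sided Fisher's exact test, p = 1.22e-94) and Spearman's rho across lncORFs was 0.433; lncORFs are not independent replicates. By gene, 64 of 72 lncRNAs bound in monosomes (88.9%) were bound in polysomes.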

The overlap of translated lncORFs between monosomes and polysomes is very substantial (73%, Supplementary Fig. 3b), and their distribution of translation events per lncORF is also very similar (Supplementary Fig. 3e). These results rule out a protocol-specific bias, i.e. the observed clustering is not due to our method, PolyRiboSeq^5^, focusing on polyribosomal RNAs (‘Methods’). To further exclude a protocol or context bias, we studied Polysomal Profiling data, which consists of direct sequencing of RNAs located in Polysomal fractions^31^. We observe that lncRNAs containing translated ORFs in the embryo also show a very significant upregulation in polysomal RNA RPKM in S2 cells, with an average transcript RPKM of around 52.5, both in low (Fig. 3f) and high polysomal fractions (Supplementary Fig. 3c). Similarly, lncRNAs with embryo-translated ORFs also show significantly higher polysomal expression in eggs (Fig. 3f, Supplementary Fig. 3c).

Interestingly, some previously-characterized lncRNAs *bxd*, *Hsr-omega* and *Uhg1*, among others, are part of this group of lncRNAs with high affinity for polyribosomes, whereas others are not (*Uhg2*). 

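The lncORFs of these loci differed widely in ribosome binding. Uhg1, a snoRNA host on 2R, had 7 ribosome-bound among 8 transcribed lncORFs in embryos. Its lncORF 1 was highest with 83.2 RPKM in Early embryos (158 reads, interval 70.8 to 97.3), lncORF 2 of the same transcript had 22.1 RPKM, and lncORF 4 of that transcript, above 1 RPKM in Late RNA-Seq alone, had no footprint reads at any stage. Hsromega lncORF 5 had 36.4 RPKM in Mid embryos (179 reads, 31.3 to 42.2) and lncORF 8 had 3.42 RPKM (21 reads) although its RNA-Seq level was the higher, at 35.4 against 14.9 RPKM in Early embryos. Uhg2, another snoRNA host, had 2 bound among 5 transcribed lncORFs, and its highest was lncORF 4 with 4.12 RPKM in Mid embryos (13 reads). In the part of Supplementary Data 1 read here, the first 5.95% of its lines, the paper's class for Uhg1 lncORF 1 of transcript FBtr0086842 is robust, and for Uhg2 lncORF 4 it is ribo-bound-only.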

Our translation analyses also show that transcripts from these lncRNA *loci* contain distinct lncORFs with different degrees of ribosomal association in *cis*: lncORFs with ribosome-binding without productive translation, lncORFs with limited translation, and robustly translated lncORFs. The *Hsr-omega* transcript also harbours miRNA sequences, and it has been previously shown that lncRNAs can act as miRNA precursors^46^, and that miRNA precursor transcripts can encode functional micropeptides^47^. This prompted us to investigate the overlap between annotated miRNA sequences and our set of lncRNAs to see if the presence of miRNAs has any relation with the translation of lncRNAs. 

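Among lncRNA genes with a transcribed lncORF, 29 contain an annotated microRNA hairpin on the same strand, and 21 of them carried a ribosome-bound lncORF in the embryo libraries. Of the other transcribed lncRNA genes 260 did and 322 did not (odds ratio 3.25, two-sided Fisher's exact test, p = 0.00391). A gene counts as bound with 1 bound lncORF, and hosts hold more transcribed lncORFs per gene than other lncRNAs. The comparison by gene therefore favours hosts by its construction. Counted by lncORF, hosts were bound less often, with 98 bound and 249 not bound against 734 and 1271 in other lncRNAs (odds ratio 0.682, exact p = 0.00284), and Hsromega alone holds 91 of the lncORFs of hosts. The hosts with most bound lncORFs were Hsromega with 22, CR31044 (mir-279 and mir-996) with 12 and CR44504 (the mir-309 cluster) with 9, and 4 of those of CR44504 lie over a hairpin. The let-7 host let7C, with 16 lncORFs, was not transcribed. In all, 36 lncRNA genes of the table contain a hairpin, 32 of them within an exon. These counts are of ribosome binding; framing was not analysed here.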

Overall, we found that 61 lncRNAs could act as miRNA precursors, of which only three also code for a translated lncORF (whether robustly or variable) (Supplementary Fig. 4a), suggesting that translated lncRNAs are in fact depleted of miRNAs, and thus, that these bi-functional transcripts are rare.

Altogether, data from three different techniques (PolyRiboSeq, RiboSeq and Polysomal profiling) indicate that lncRNA-ribosome association is repeatedly detected in a subset of lncRNAs, and that lncORF translation is associated with this property. This suggests a contingent model for lncORF translation, in which specific lncRNAs tend to associate with ribosomes, which is a necessary, but not sufficient, condition for eventual translation of some of their lncORFs in a polycistronic or quasi-polycistronic manner, with the identity of particular lncORFs to be translated due to an interplay between intrinsic and extrinsic factors (see section ‘Developmental regulation of lncORF translation’ above and ‘Molecular factors driving lncORF translation’ below).

### Molecular factors driving lncORF translation

To better understand the mechanisms underlying individual lncORF translation, we analysed different features and correlated them to the mode of translation for individual lncORFs. A generally good predictor of translation is a higher amount of ribosomal binding relative to transcription, with translated lncORFs showing a similar distribution of translational efficiency (TE) values to that of canonical coding genes and translated uORFs^5^ (Fig. 4a).

**Fig. 4:**
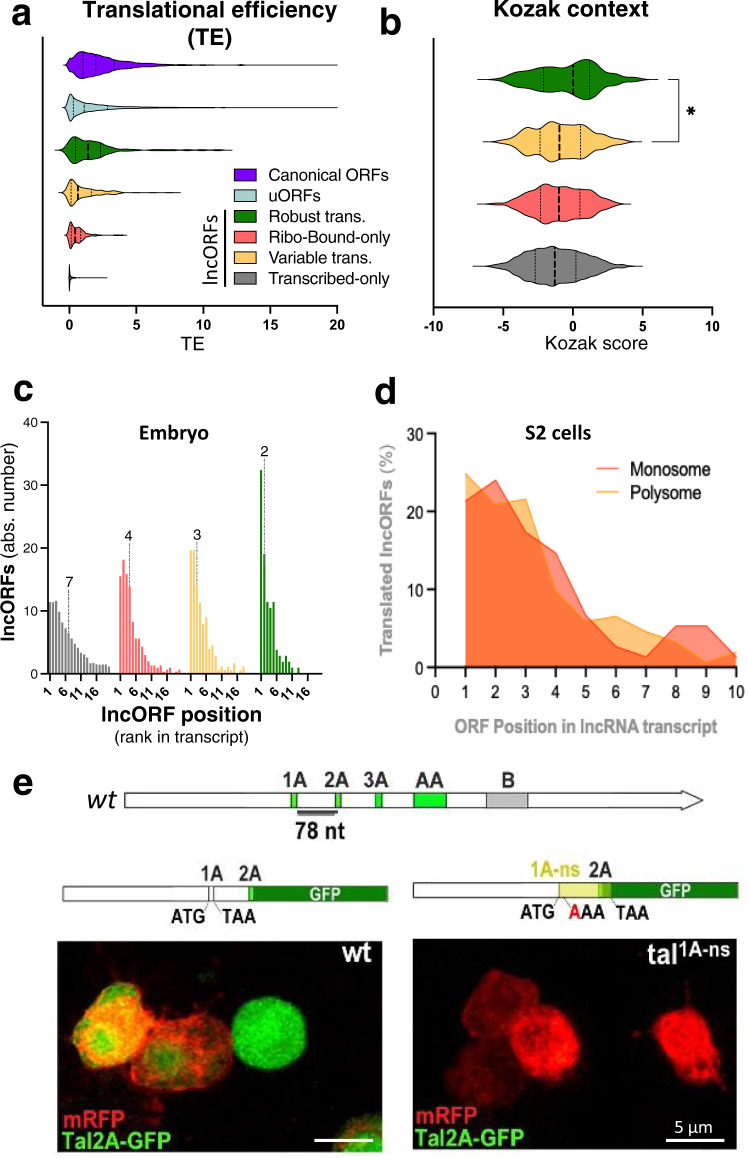
Expression levels and *cis*-factors affect lncRNA translation. **a** Translational efficiency across lncORF categories. Violin plots for Translational efficiency values (TE, average across embryogenesis) for all lncORFs in each translation class, and for canonical annotated ORFs and uORFs (data from Patraquim et al.^5^). Thick dotted lines denote median, thin dotted lines denote lower and upper quartiles (note the more modest changes in RNA levels - Supplementary Fig. 3a). **b** Kozak sequences, scored against canonical ORF consensus sequence, for lncORFs with different translation status (0 = canonical average; colours as in **a**). Robustly translated lncORFs have Kozak sequences significantly closer to canonical ORFs. N_Transcribed-only_ = 2701; N_Ribo-bound-only_ = 310; N_VariableTransl._ = 185; N_Robust_ = 107. “*” denotes *p* < 0.05 (exact *p* = 0.0364. Mann–Whitney tests, two-tailed). **c** Frequency distribution of relative lncORF positions in their lncRNA (cistronicity) (1 = closest to 5′ end), per translation class (colours as in **a**). Dashed lines and numbers denote median values. **d** Similar cistronic position of translated lncORFs in monosomes (dark orange) and polysomes (light orange). **e** Translation of ORF 2A within the polycistronic *tal* transcript is lost upon removal of the Stop codon of the upstream ORF *1A* (*tal*^*1A-ns*^), which extends ORF 1A beyond the stop codon of 2A (yellow), leaving no chance for 5′-to-3′ re-initiation to occur. ATG: START codon. TAA: Actual STOP codon. AAA: mutated STOP codon. Source data are provided as a Source data file.

We have also analysed the 7-nucleotide Kozak sequences, which are known to influence translational initiation around the start codon^48,49^ (Fig. 4b, Supplementary Fig. 4b). Robustly translated lncORFs show Kozak sequences significantly closer to the optimal consensus (*p* = 0.0364* *Vs* limitedly-translated lncORFs; *p* = 0.0079** *Vs* Ribosome-bound lncORFs). Limitedly translated lncORFs show a Kozak score similar to those which are only ribosome-bound (*p* = 0.6798^NS^), indicating that a component of their variability could be weak Kozak sequences. Interestingly, there is no correlation between RPKM^FP^ and Kozak context (Pearson *r* = 0.03716, *p* = 0.3627), whereas Kozak context has a small but quite significant correlation with framing (Pearson *r* = 0.1054 *p* = 0.0096**). Hence, the Kozak sequences may mostly influence the recognition of specific AUGs to guide in-frame lncORF translation, consistent with its known role in promoting ribosomal assembly during canonical initiation, whereas the net amount of ribosomal association (RPKM^FP^) must involve additional factors, such as 5′ cap and 3′UTR sequences.

We find a striking correlation between the translation status of a lncORF and its 5′ to 3′ position in *cis* within its lncRNA transcript, in relation to other ORFs (Fig. 4c). 

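Ribosome-bound lncORFs lay nearer the 5′ end of their transcripts than transcribed lncORFs without binding. Their median position was 4 against 7, and a bound lncORF was the nearer one in 62.0% of pairs (832 against 1520 lncORFs, two-sided permutation test of mean ranks, p = 1e-05, the smallest that 100000 shuffles can give). First in the transcript were 15.3% of the bound lncORFs (exact 95% interval 12.9 to 17.9%) and 8.36% of the others (7.01 to 9.86%). In Early embryos Uhg1 carried its highest footprint value on lncORF 1, CR30055 on its lncORFs 1 and 2, and sphinx on its lncORF 4, the only lncORF of sphinx called transcribed. Part of the difference lies between transcripts: with labels shuffled only within transcripts 57.2% was expected, and the observed 62.0% was still above it (permutation p = 1e-05). The paper finds that the translation status of a lncORF correlates with its position.

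**Figure D2:**
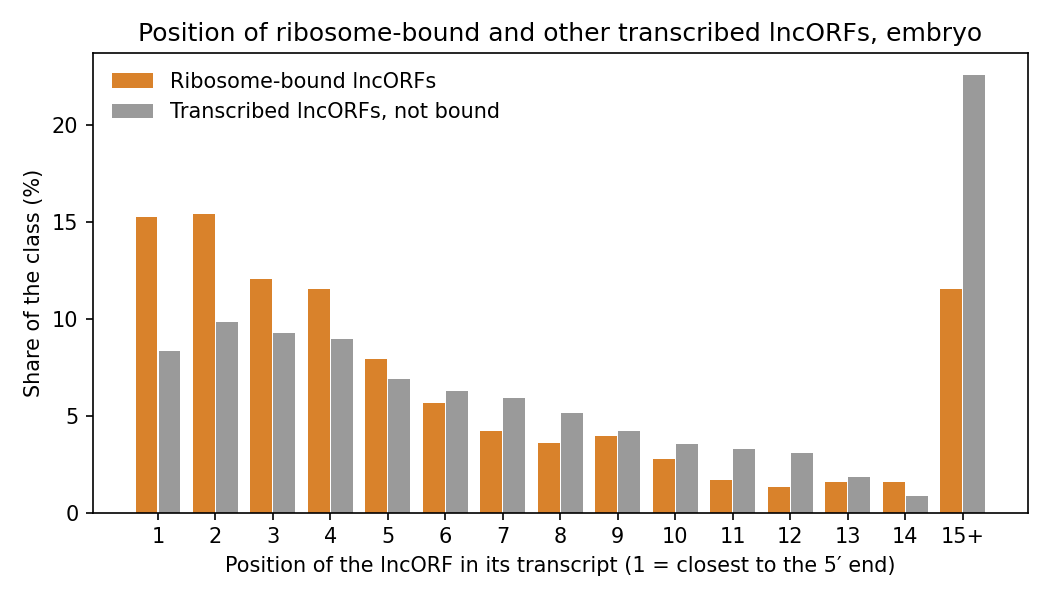
Share of ribosome-bound lncORFs and of transcribed lncORFs without binding (vertical axis, percent of each class) by position in the transcript (horizontal axis, 1 is closest to the 5′ end, the last class holds all further positions). Bound lncORFs are first in 15.3% and the others in 8.36%.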

While lncORFs which are transcribed-only show a median position of 7th in a transcript, ribo-bound-only ones show a median position of 4th. Limitedly translated ORFs show a lower median position, 3rd, while for robustly translated the median position decreases to 2nd. In the latter case, more than a third of lncORFs are the first ORF within their transcript. This striking position effect is also observed in monosomes (Fig. 4d), suggesting that it influences the start of lncRNA translation. This position effect on translation potential fits a model of 5′ to 3′ re-initiation of translation for polycistronic transcripts, as observed in yeast and suggested for *tarsal-less*^8^. 

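In S2 monosomes the 233 ribosome-bound lncORFs had a median position of 5, as had the 3136 other transcribed lncORFs, and a bound lncORF was the nearer to the 5′ end in 48.2% of pairs (two-sided permutation test of mean ranks, p = 0.368). First in their transcript were 12.9% of the bound lncORFs (interval 8.86 to 17.9%) and 12.2% of the others. In S2 polysomes the medians were 4 for 552 bound and 6 for 2817 other lncORFs, with 59.0% of pairs (permutation p = 1e-05, the smallest that 100000 shuffles can give), and 20.1% of the bound lncORFs were first. roX2 lncORF 1 of transcript FBtr0073514 had 1125 monosome and 277 polysome reads, and CR42862, whose lncORF 1 overlaps CG33229, had 1127 monosome reads on it. All 3369 lncORFs above 1 RPKM in S2 RNA-Seq were compared, without regard to framing. The monosome calls are uncertain: 69 of 179 transcribed lncORFs with at least 30 polysome reads are listed at 0 in monosomes.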

With this mechanism, translation can re-initiate 3′ (only) of a translated ORF, but with diminished efficiency as not all ribosomes re-initiate translation at the 3′ORF^50,51^. We corroborated this mechanism in the well-characterized polycistronic *tarsalless* transcript^5,8,52,53^, where we extended the tal1A ORF over the downstream tal2A ORF, by removing the tal1A stop codon, so that the resulting ORF only stops after the tal2A start codon. This modification completely precludes tal2A translation, since, in this case, ribosomes only re-initiate downstream of the tal2A start codon (Fig. 4e, Supplementary Fig. 4c).

More surprising was the lack of effect of codon and aminoacid usage on translation signal, since usage of rare tRNAs and AAs can delay translation^54^. Although lncORFs in general display non-canonical AA usage (Supplementary Fig. 4d, see also refs. 3, 11), and sub-optimal codon usage (Supplementary Fig. 4e), we observed no significant differences between the translated and the ribo-bound populations in either metric (Supplementary Fig. 4d, e), indicating that translated lncORFs are not evolutionarily fine-tuned for coding efficiency, possibly reflecting their low resource requirements, given their generally modest translation levels and developmentally restricted expression patterns, and/or recent evolutionary origin.

### Phylogenetic conservation supports lncRNA translation and micropeptide function

ORFs from non-coding regions have been posited to have arisen recently and be neutrally evolving^55^. However, assessment of conservation depends on the ability to identify orthologues. Our group has previously shown that standard homology-detection methods such as BLAST are not adequate for smORFs^1^. Based on successful experiences at detecting and experimentally corroborating smORF orthologues, including putative lncRNAs^8–10,20,56,57^, we have developed GENOR 1.0, a bioinformatic pipeline for smORF homology detection (Fig. 5a and ‘Methods’). Briefly, it relies on recurrent *jackhammer* searches to identify potential smORF homologues, using reciprocal searches and MAFFT alignment scores for hit validation. We have applied this pipeline to in silico translations of extensive transcriptomic data available for 12 Drosophilid species.

**Fig. 5:**
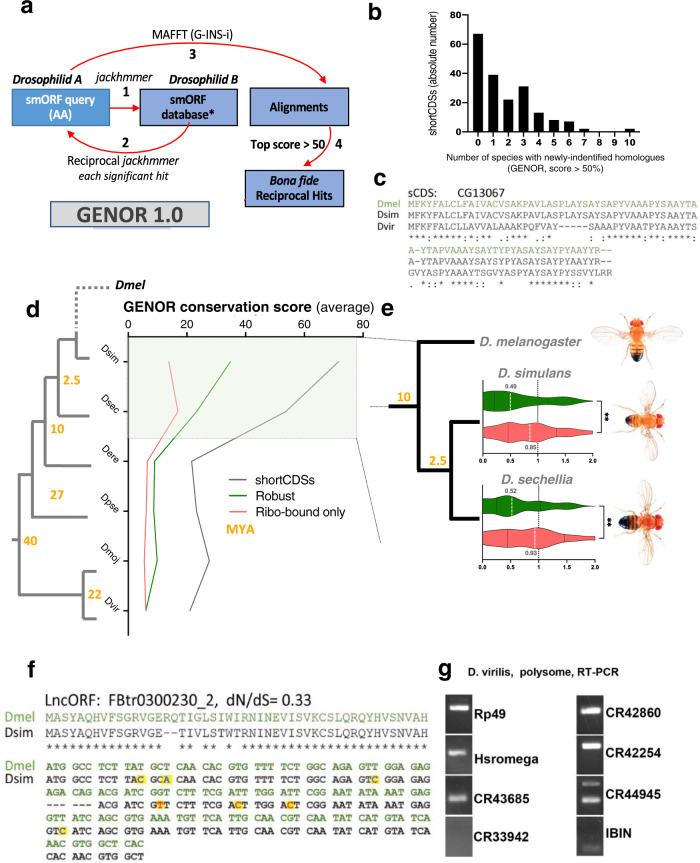
lncORF sequence evolution across *Drosophilids* and emergence of novel coding genes. **a** GENOR pipeline for the detection of smORF evolutionary conservation across the *Drosophila* sp. genus. Each smORF is used to query, via jackhammer, smORF databases obtained from available RNA expression data for each target species, ensuring that putative homologues come from transcribed genes. Matching reciprocal hits are aligned using MAFFT, with a smORF-calibrated threshold score deciding on the conservation status of the top hit per ORF (see ‘Methods’). **b** Number of sCDSs with homologues identified by GENOR, plotted against the number of *Drosophila* species in which those homologues were identified. **c** AA sequence alignment of CG1307, a sCDS lacking annotated homologues, and its GENOR-identified *Dsim* and *Dvir* homologues. **d** Average conservation score across robustly translated or ribo-bound-only lncORFs, and translated sCDSs, for 6 species across the *Drosophila* phylogeny. Pale green rectangle: phylogenetic distance with substantial conservation signal for translated lncORFs as detected by GENOR. Yellow: Million Years Ago (MYA). **e** Robustly-translated lncORFs show evidence of purifying selection. Distributions of dN/dS values measuring natural selection (fraction of non-conservative nucleotide changes vs. nucleotide changes conserving the AA sequence) acting on robustly translated (green) or ribo-bound-only (red) lncORFs, in pairwise ORF alignments between *Dmel* lncORFs and syntenic ORFs in either *Dsim* or *Dsec*. “**” denote *p* < 0.01 (exact *p* for Dmel-Dsim=0.0074; exact *p* for Dmel-Dsec = 0.0029). Mann–Whitney tests, two-tailed. **f** AA and nucleotide sequence alignments of lncORF FBtr300230_2, within the *uhg4* transcript, and its *Dsim* homologue identified by GENOR, showing a great extent of AA conservation, and a pattern of nucleotide changes (dN/dS score: 0.33) consistent with a coding function for this lncORF. Substitutions are highlighted by yellow squares. Blue: Synonymous substitutions, Red: non-synonymous ones. **g** GENOR-detected homologues of translated *Dmel* lncORFs in *Dvir* or beyond, are loaded into polysomes in *Dvir*, suggesting that their translation might also be conserved (full gel with molecular weights available in the “Source data” file of this manuscript). *Dmel: D. melanogaster. Dsim: D. simulans. Dsec: D. sechelia. Dere: D. erecta. Dpse: D. pseudoobscura. Dmoj: D. mojavensis. Dvir: D. virilis*. Source data are provided as a Source data file.

Firstly, we have validated this pipeline by analysing all 862 annotated shortCDSs, i.e. smORFs already annotated as coding, which tend to encode peptides of around 80AA in length in monocistronic mRNAs^11^. GENOR detects homologies for 666 of the 670 sCDS with annotated orthologues, often extending the homologies to more distant species. Further, of the 191 smORFs with no annotated homologies in Flybase, GENOR-detected homologues for 186 (identity threshold >50%, Fig. 5b, c, Supplementary Fig. 5a). Of these, 153 show homologues in more than one species (Fig. 5b. These results suggest that GENOR reaches to and beyond standard methods in detecting homologies for small open-reading frames.

Applying our pipeline to lncORFs, we observe that while they are lowly conserved in general, those with ribosomal association can be conserved within the *Drosophila* genus (Fig. 5d, f, Supplementary Fig. 5b, see also Supplementary Dataset 1). Within this group, robustly translated lncORFs show a significantly higher degree of conservation than those purely ribo-bound. In other words, depth of conservation (ORF age) correlates strongly with translation status (Fig. 5d). This conservation can extend across the genus, but is more often limited to sister-species of *Drosophila melanogaster* (*D. simulans* and *D. sechelia*), and is compatible with translated lncORFs appearing recently as novel coding sequences (genes) within the *Drosophila* genus (Supplementary Fig. 5b). In these species, the overlap between lncORF groups which are either conserved (as per GENOR) or robustly translated (as per framing analysis) is statistically significant and noticeably high for robustly translated lncORFs (Supplementary Fig. 5c), indicating that the previously-observed correlation between translation status and conservation is not expected in a random sample—with an overrepresentation between 4 and 8 times that which is expected by chance. This discards passive conservation due to phylogenetic closeness as an explanation for these results. A few examples of these robustly translated and conserved lncORFs (*Drosophila simulans)* can be consulted in Supplementary Fig. 5d.

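The 6 lncORFs of Supplementary Fig. 5d differed in stage. Uhg1 lncORF 1 (21 codons, 2R) had its highest embryonic footprint level in the Early library, as had Uhg3 lncORF 1 (21 codons, 2L from 20647592 to 20647654) with 31.1 RPKM (59 reads) against 1.62 RPKM in Late. CR44294 lncORF 2 (61 codons, 2R) went from 8.16 RPKM in Early (45 reads) to 3.64 in Mid and 1.90 in Late. Mid embryos had the highest level of CR44417 lncORF 1 (28 codons) with 29.1 RPKM (143 reads), and of CR44466 lncORF 3 (51 codons, 2R from 16845580 to 16845732) with 7.82 RPKM (70 reads) and no Early read. IBIN lncORF 1 (41 codons) was highest in Mid and Late embryos. In S2 polysomes CR44417 lncORF 1 had 15.9 RPKM, at 30.8 RPKM of S2 RNA-Seq, while CR44466 lncORF 3 had no reads in S2 RNA-Seq and none in polysomes. The sequence comparison with Drosophila simulans was not repeated here.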

However, conservation of coding ORFs does not imply a function for the encoded peptide. For example, uORFs can have a non-coding function as *cis*-translational regulators, mediated by ribosomal binding and capture, and independent of the encoded peptides. To ascertain conservation of coding function, we studied the pattern of nucleotide substitutions within lncORF sequences, and in particular whether there is an evolutionary signature of natural selection acting on these coding sequences. Our dN/dS analysis shows significant prevalence of synonymous substitutions that preserve the coding sequence in translated lncORFs, while this effect does not appear significantly in ribo-bound or transcribed only lncORFs (Fig. 5d, see also Supplementary Dataset 2). This effect is not an artefact due to a biased and more intense substitution rate in translated lncORFs, since the net amount of nucleotide conservation is similar across all lncORFs (Supplementary Fig. 4f). Again, this observation suggests that translated lncORFs are being selected.

A final observation in line with the evolution and selection of translated lncORFs is ORF length. A comparison of ORF lengths, shows that Robustly translated lncORFs tend to be significantly longer than ribo-bound only ORFs (Supplementary Fig. 4g), an interesting observation since larger peptides could be potentially more stable than shorter ones and thus more likely to convey a biological function. This observation is not an artefact but likely reflects the evolutionary selection of translated sequences; first, our binomial pipeline is not length-dependent^5^. Second, lncORFs have expected random lengths^11^, whereas Robustly translated lncORFs are twice as long as ribo-bound ones, which is highly improbable to occur simply by chance.

## Discussion

### lncRNA translation

Applying Ribosomal profiling with extensive sequencing depth and increased resolution of framing revealed the dynamics of lncRNA association with ribosomes. lncRNA translation can be reproducibly observed in 30% of lncRNAs, in at least two independent biological samples, each including several independent translation events. Further, this translation can be reproduced ex vivo using tagged ORFs in cell cultures. Finally, the molecular signatures of this translation (size of RNA footprints protected by ribosomes, favoured codon framing) are identical to ORFs in canonical mRNAs, such that it is generally not possible to distinguish whether an individual ORF data identifies a canonical ORF, or a lncORF. The exception might be intensity of ribosomal binding and translation, which is generally lower for lncORFs, despite cases with strong canonical-like signal. We conclude that lncRNA translation is a replica of the canonical one, albeit at lower intensity and with a lower chance of being constitutive, factors which have precluded its unambiguous identification and characterization to date. We note that other studies have relied on smaller sample sizes (both in terms of absolute number of RiboSeq reads, number of reads mapped to the genome, and reads used to determine framing)^31,36^. Such “average” sampling, although adequate for canonical mRNAs, may not allow reliable detection of lncRNA translation; we recommend that a minimal depth/coverage of 40 Million mapped reads mapped per ~1000 transcribed lncRNAs must be used per replica.

lncRNA translation appears to be a two-step process influenced by specific factors (Fig. 6a): Firstly, some lncRNAs have a tendency to locate to polysomes and associate with ribosomes, as revealed by PolyRiboSeq and Polysomal profiling. The clustering of lncORFs in the same lncRNA showing either robust or limited translation, or ribosomal-binding-only, can be explained by the affinity of their lncRNA for ribosomes. In a context of circularized RNA translation, with each RNA undergoing several cycles of translation by the same ribosomes, ribosome capture by the RNA 5′cap, and subsequent ribosome engagement and retention by some ORFs can benefit all other ORFs in the transcript. The particular amount of translation would be dictated by Kozak goodness-of-fit, and by 5′ position, which suggests a re-initiation mechanism as displayed by *tal*, with diminishing 5′ to 3′ efficiency.

**Fig. 6:**
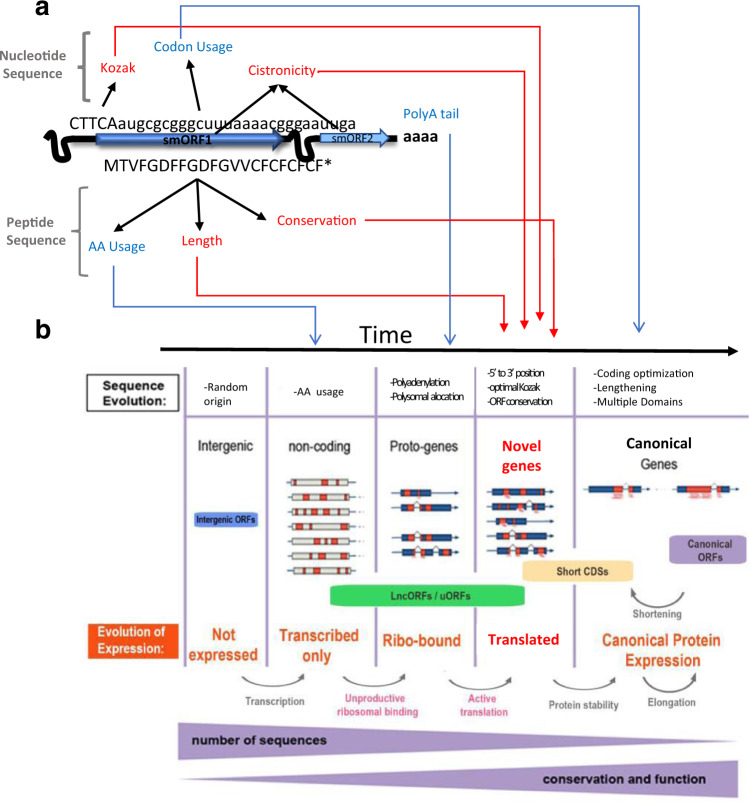
Model for the activation of lncRNA translation, and the evolution of novel coding genes. **a** Molecular features directly linked to lncRNA translation (red) and those linked to related processes (blue). **b** Evolutionary acquisition of lncORF translation by accretion of molecular features from **a**), leading to the emergence of novel coding genes. Data from this and other works^5,11^.

Ribosomal binding must require specific RNA properties such as stability, cytoplasmic localisation, poly-A tail, and an adequate RNA length, and its primary function does not need to be translation, but some regulatory activity, either on other transcripts, or on lncRNAs themselves. It could even be possible for polysomal localization of some lncRNAs to initially be a mostly irrelevant secondary consequence of a non-coding function: for example, polyA tails may enhance lncRNA stability, and polysomal localization might be an unintended consequence of little functional significance for the cell. However, there is evidence for polysomes being an active site for lncRNA degradation^58^, which would provide a non-coding functional relevance. A similar source of ribosomal binding could be a pioneering, non-productive round of ribosomal scanning as part of NMD proofing. Finally, ribosomal binding could have a regulatory or structural role on non-coding functions of the lncRNAs. uORFs have been shown to *cis*-regulate the translation of canonical ORFs in the same mRNA, either negatively^59^ or by stabilizing it^5^.

In a second step, within these ribosome-bound lncRNAs, the translation of particular lncORFs is favoured by specific molecular features, such as intensity of ribosomal engagement and retention in the ORF (revealed by TE), optimal Kozak sequences to guide AUG initiation, and finally, access to ribosomes, dictated by 5′ position within the transcript, since efficiency of 3′ re-initiation is lower. Although a role for non-AUG translation has been suggested in shaping translation programs, we have not addressed it in the present study, as its low efficiency, when compared to AUG START codons, is expected to significantly hamper its detection in the case of lncRNAs. It, however, conceivable that some of these lncORFs which are Ribo-bound or show limited translation are in fact robustly translated but lack framing due to leaky ribosomal occupation signal coming from an overlapping non-AUG lncORFs^60^. Finally, developmental stage-specific factors must take advantage of these features for translation to take place in a regulated manner. These factors could be, for example, relative availability of specific translation factors, or specific ribosomal components or tRNAs (since, according to codon usage, lncORF tRNA requirements are different to those of canonicals). Expression of either robust or limited translation may also depend on a combination of intrinsic (RNA and ORF) and/or context-dependent features. Thus lncORFs having limited translation at embryogenesis could display robust translation at other life stages or under non-standard environmental conditions.

These observations again fit a canonical mode of translation, with the addition of polycistronic re-initiation (Kozak). Robust translation of a 5′ lncORF can result in ribosomal binding and/or limited translation of another lncORF located 3′ by virtue of re-initiation, occasionally producing polycistronic translation. Here we prove the mechanism (re-initiation) for the polycistronic translation of *tal*, an ex-lncRNA that we showed by genetics to encode functional peptides^8^, and by RiboSeq to be translated^5^.

### lncORF evolution

The molecular characteristics favouring lncORF translation could be initially random (Fig. 6b), and then preserved or improved in lncORFs encoding advantageous peptides, as indicated by the conservation of their AA sequence across evolution. In turn, the observed instances of purifying selection are strong proof that those encoded micropeptides are translated and functional. If they had no function, their AA sequences would not have been selected and conserved; but to be selected, these sequences needed to be exposed to natural selection, i.e., they must have been translated into peptides.

Robustly translated lncORFs are either conserved across short evolutionary distances, or seem to arise de novo in *D. melanogaster*. Hence, they look as expected of novel coding genes, fitting with the fact that their codon usage has still not evolved into canonical optima, and with their overall levels of nucleotide evolution (revealed by Phylo-P (this work), PhastCons^3^, and CIPHER^30^. In turn, limitedly translated, and ribo-bound-only lncORFs behave as protogenes, i.e. sequences with sub-threshold ribosomal association and stochastic translation, forming a reservoir of pre-adaptations awaiting favourable conditions to become de novo genes. These conditions could be sustained stress or other changes in the cellular or organismal environment, leading to changes in gene expression and translation in particular organs or moments of the life cycle. The observed susceptibility of lncORFs to translational regulation could favour this process and, in turn, the acquisition of functional niches for the new peptides.

For most of our bioinformatic markers, we observe a continuum ranging from transcribed-only, to ribo-bound-only, limitedly translated, and finally robustly translated lncORFs; and then, from robustly translated lncORFs to short CDSs and canonical ORFs^5,11^. This includes (a) molecular markers of translation; (b) AA conservation, and (c) encoded peptide characteristics, such as length and AA usage (see also^11^). These correlations suggest that this continuum is evolving in time, from non-coding sequences to canonical coding genes, and thus giving rise to novel coding genes (Fig. 6b). The transition from non-coding lncORFs to coding ones seems to take place within a genus, i.e. in a time-scale of millions to tens of millions of years. This time-scale fits with observations in unicellular eukaryotes^30^, but must be further tested, and the molecular processes involved further defined. For example, the transition non-coding/coding seems to take place within potentially polycistronic RNAs, be it lncRNAs (this paper) or via uORFs in mRNAs^5,14^. Borrowing a concept we proposed for uORFs, it seems that lncRNAs also behave as “gene nurseries”. However, unicellular eukaryote genomes include uORFs, but to a lesser extent lncRNAs, and so the mechanisms for “gene birth” may have diversified during evolution.

### Function of lncRNA translation

Having established the principle of lncRNA translation, first by experimentally proving the coding function of specific lncORFs^8,10,12,56,61,62^, and then by extending this finding to the genomic level^6,63,64^ and this study), the next question is the actual molecular function of the translated ORFs, and which perform their cellular role at the level of encoded and translated micropeptides. We find that robustly translated lncORFs as a group contain clear evidence for the conservation of AA sequences, an indication that a good proportion of this cohort is exerting its function at the protein level. Micropeptide function does not preclude a co-existing, or even synergistic non-coding function for the encoding lncRNA. For example, uORFs have been shown to stabilize the translation of their *cis*-downstream canonical ORFs^5^, but also to produce micropeptides that bind and functionally cooperate with the protein encoded by such *cis*-canonical ORFs^14^. Similarly, micropeptides produced by a lncRNA have been shown to enhance the function of miRNAs produced by the same lncRNA^65^, but we observe that in *Drosophila* *melanogaster*, this type of dual function must be rare. Alternatively, it would be possible for lncORF micropeptides to have a function independent of their encoding lncRNA; and finally, that the predominant or only function of some lncRNAs is to produce functional micropeptides. Indeed, there has been repeated evidence of genes classified as non-coding, only to be revealed as encoding functional micropeptides with vital and diverse functions in multicellular eukaryotes, be it plants, vertebrates or invertebrates^19–22^. A general theme in micropeptide function is their ability to bind and regulate canonical proteins, a function well suited to their small size, which also probably limits structural roles. Here we observe translation in lncRNAs with characterized non-coding function, but only further studies can distinguish amongst these possibilities.

However, the most important function of lncRNAs might not be actual, but potential: their ability to act as “gene nurseries” to provide our genomes with new genes to evolve, and thus not be limited to recycling existing coding sequences when trying to produce new adaptations to both current and new challenges. In turn, we see enticing possibilities in the study of potential abilities for lncORF “protogenes”: for example, lncORF micropeptides have “exotic” AA sequences not observed in canonical proteins^11^ (Supplementary Fig. 4c) and while antimicrobial activity is a common function of sCDS peptides^10,11,66^, untranslated lncORF peptides with antimicrobial potential should encounter no natural resistances if they were artificially expressed.

To clarify these possibilities for hundreds of lncRNAs and lncORFs in each species will likely take a determined experimental effort for the foreseeable future. Here we could not assess the translation of the 1679 lncRNAs not showing transcription in embryos, and further, given the variability in lncRNA translation, it is also possible that some of the lncRNAs that we observe as not translated during embryogenesis may be translated in another context in *Drosophila melanogaster*, or in a related species. Given that many characteristics of lncRNAs we have tested are also found in vertebrates and plants^11^, we expect this to apply to eukaryotic metazoans. By extrapolation from our data, which reveals up to 0.3 micropeptides per transcribed lncRNA, we estimate that around 7000 non-annotated, novel micropeptides exist in humans. Thus, while these uncertainties in lncRNA function continue, we believe that to maintain a blanket classification of thousands of RNAs in each genome as “non-coding” in the absence of relevant data, can only hinder our scientific understanding of these sequences. In search of scientific precision, and to avoid confusions, a solution might be to preserve the lncRNA acronym, yet change its meaning to ′long non-canonical RNAs′, which does not prejudice their function.

## Methods

### RNA sequencing and quantification of gene expression

#### RNA-Seq and Poly-Ribo-Seq

We first used our published embryo RNA- and Poly-Ribo-Seq samples^5^, gathering all previously-obtained reads and performing additional sequencing from the same samples—822 million additional raw Poly-Ribo-Seq and RNA-Seq reads, obtaining a further 77 million genome-aligned ribosome footprints and 39 million genome-aligned cytoplasmic RNA reads, for a total of 570 M Riboseq and 256 M RNAseq reads. All novel sequencing of embryonic stages was thus conducted on previously-collected biological samples and pooled with all previously-published data of the same biological sample and protocol, after bioinformatic processing with the pipeline described previously^5^; genome-alignment and quantification of ORF expression in both experimental conditions were recalculated for the complete sequenced set, using the previously described method.

#### Polysomal profiling

Genome-alignment and gene expression analyses of previously-published polysomal profiling datasets were performed in the same way as for others sequenced for this publication. The datasets analysed were published elsewhere, and are available online^3,31^.

### lncORF prediction and selection

All ncRNAs from Flybase release 6.13 (*dmel-all-ncRNA-r6.13.fasta*) were scanned for putative ORFs (AUG-STOP) with a minimum of 10 codons, using EMBOSS *getORF* (*getorf -find 1 -reverse No -minsize 30 -maxsize 450*), yielding 22,262 ORFs. The genomic coordinates of this set of long non-canonical RNA ORFs (lncORFs) was then compared to eliminate duplicates and internal ORFs, resulting in a set of 18,507 ORFs with unique coordinates. Finally, the coordinates of these ORFs were compared with other ORF classes (command *bedtools intersect -v -s -a*; no overlaps with both annotated coding sequences and uORFs) to obtain a set of 16,335 unique, non-overlapping lncORFs for further analysis. ORF sets from other RNA classes were previously defined^5^.

### Comparison of framing across ORF classes

Ribosomal rRNA-depleted reads (bioinformatically) were aligned to the complete predicted ORFome of *Drosophila melanogaster*. For each ORF in the set, the AUG-STOP region was included, as well as the −18 and +15 nucleotide stretches surrounding the ORF. ORF classes were then separated and analysed individually for global framing patterns, using the riboSeqR package; all RFPs of 26–36 nucleotides in length were used for this, as well as subsequent framing analyses. Per RPF length, the dominant frame across each ORF class was defined as the properly translated frame, with the remaining two as noise. This allowed us to compare global framing patterns across classes using Spearman’s rank-order correlation.

### High-resolution framing

Framing patterns on each ORF were evaluated separately for each RPF length of 26–36 nucleotides using a binomial test with *p* < 0.01^5^. The frame considered translated in each RPF length was defined as the dominant frame in the ORF class (see above). ORFs with read patterns that passed the binomial test in a given RPF were considered phased or framed.

### Defining a set of bona fide translated ORFs

Per stage, we defined a translated ORF as having RNA-Seq RPKM > 1 in one of two replicates (transcribed), as well as Poly-Ribo-Seq RPKM > 1 in both biological replicates (Ribo-bound) and framing in at least one RPF length (framed). If the last condition was not met, the ORF was considered Ribo-Bound-only, with no productive translation observed. In the event of transcription being the only signal in a given ORF, we defined it as “Transcribed-only”. This allowed for the definition of sets of Transcribed, Ribo-bound as well as Translated ORFs per stage. Within the Translated set, ORFs showing framing in one replica only were considered ‘limited’ and those framed in both replicas as ‘robust’.

### Cloning

Our strategy for ORF tagging respects RNA and ORF contexts, introducing 3′ tags to lncORFs while maintaining their 5′UTRs. The 5′-UTR and CDS of selected lncORFs, were obtained by PCR, from embryonic cDNA and cloned into pAWF whose FLAG ATG start codon was mutated to GCG. Cloning was performed by NEB Hi-Fi assembly, digesting the pAWF vector with EcoRV and AscI, and using primers with overlapping regions, which reconstituted the FLAG sequence.

### S2 cell culture, transfections and imaging

S2 cells were grown under standard conditions in Schneider´s medium with 10% FBS. Transfections, were carried out with Effectene (QIAGEN), on poly-l-lysine treated coverslips, in 12-well culture plates, seeding 500,000 cells in 800 µL of media, and using 300 ng of DNA per transfection (100 ng Act5-lncORF-FLAG, 100 ng act5-gal4, 100 ng UAS-mCD-RFP8). After 48 h, cells were fixed for 20 min with 4% formaldehyde, washed with 1X PBS, 0.1% Triton X–100 (PBTx), blocked with PBTx, 2% wt/vol BSA before immunostaining with primary mouse anti-FLAG M2 antibody (Sigma) at 1/1000 and secondary anti-mouse FITC (Jackson, West Grove, PA) at 1/500. All transfections were incubated for 10 min with DAPI (Sigma) according to manufacturer’s instructions for nuclei staining and mounted with Vectashield (Vector Labs, Burlingame, CA). Imaging was conducted using a Leica 63X Plan Apochromat Oil Immersion lens on the Leica Stellaris confocal microscope, acquiring 4-tile arrays of 350 µm/350 µm, and Z-stack images taken with a 1.6 μm slice interval (6 slices/array). Image J and standard plugins (v 1.53c) were used for quantifications of FLAG signal. For each array, a thresholded image after merging all colours was used to create a mask in order to map all cells within the array as particles (using particle analyser plugin, sizes 100 to infinite). For each particle, the average green and red intensities were measured. For each experiment we plotted the top 30 values for green signal (FLAG), normalised by average top 30 red signal (mCD8-RFP) values (to take into account possible variation in transfection efficiency between experiments). R (v.4.0.3) and GraphPad Prism (v.9.1.1) were used for statistical analyses.

### Quantitative changes in translation efficiency

We used Z-ratios to assess significant quantitative changes in translational efficiency per ORF. Briefly, Translation efficiency (TE) per ORF was first calculated as the fraction of normalised ribosome binding reads (RPKM^FP^) over the normalised RNAseq reads (RPKM^RNA^). Then, we performed Z-ratio calculations of TE variation across time-contiguous developmental stages (from Early to Mid, and from Mid to Late), using a previously-suggested empirical score of ±1.5 to define significant regulatory events^5,67^.

### Translation markers in *cis*

#### Kozak context scoring

For all canonical ORFs, we extracted the nucleotide composition around but excluding annotated START codons (positions −5 to 6, but excluding nucleotides 1–3). For each position, we then calculated the *log* odds ratio between observed and background nucleotide frequencies—the latter calculated as position-independent relative frequencies of the same sequences). This provided a scoring table of position-specific nucleotide frequencies from bona fide *Kozak* contexts with which to score individual lncORFs. The final Kozak score per ORF was then obtained by adding the individual position-specific values for all observed nucleotides.

#### ORF position in *cis*

lncRNA ORF position in *cis* was defined as its absolute position rank) in the 5′–3′ strand per annotated transcript among all predicted ORFs (see above in ‘lncORF prediction and selection’), regardless of transcription translation status.

#### Codon usage

Codon usage bias was calculated per lncORF using the MILC metric (R package *coRdon*^68^), using similarly-calculated codon biases for all annotated canonical ORFs as control set.

### dN/dS

To evaluate any signatures of natural selection acting on our lncORF set, we applied a dN/dS test to pairwise alignments using the *dnds* function in the R package *ape*, which is an implementation of the metric published in Li et al.^69^. The R package *seqinr*^70^ was used to read syntenic pairwise alignments per ORF (*Dmel-Dsim*, *Dmel-Dsec*, *Dmel-Dyak* and *Dmel-Dere*). All syntenic alignments were extracted from previously-calculated whole-genome alignments (UCSC).

### Homology-detection

To query for lncORF homologies, we developed a novel pipeline, GENOR, which integrates the main elements of our laboratory’s previously-published efforts with manually-curated searches for homologues. Per ORF, GENOR conducts a forward jackhammer search against an in silico translated ORFs; the in silico translated smORF set from all NCBI-deposited ESTs (as of 02/2020, between 10 and 150 AA) was used for 12 different *Drosophila* species: *Drosophila simulans* (Dsim)*, Drosophila sechelia* (Dsec)*, Drosophila erecta* (Dere)*, Drosophila yakuba* (Dyak)*, Drosophila ananassae* (Dana)*, Drosophila pseudoobscura* (Dpse)*, Drosophila persimilis* (Dper)*, Drosophila willistoni* (Dwil)*, Drosophila mojavensis* (Dmoj)*, Drosophila virilis* (Dvir) and *Drosophila grimshawii* (Dgri). All significant forward hits per species are evaluated in in reciprocal jackhammer searches against the whole ORFome of *Drosophila melanogaster*. If a forward hit is also the top reciprocal hit, the ORF is taken forward for further alignment evaluation using MAFFT^71^ as well as custom scoring. Positions with fully-conserved residues (‘*’) were given a relative weight of 100; aligned amino acids with very similar biochemical properties (‘**:**’- scoring >0.5 in the PAM 250 matrix) were given a weight of “70”, whereas residues with weak similarities (‘.’) were given a relative weight of 30. Per alignment, scores were added across positions, and divided by total query length to obtain a GENOR score for the hit.

### Statistics and reproducibility

#### Representation factor

The representation factor represents the probability that the observed overlap between two lists of ORFs could occur as often by random. The representation factor is calculated as the ratio of observed/expected overlaps, where the expected number of overlapping genes is obtained by multiplying the total number of genes in both groups, and dividing it by the total number of genes initially analysed^72^. A factor of 1 indicates that the overlap is that which is expected by random. A factor >1 indicates that overlap is higher than that expected by chance, whereas a representation factor <1 indicates less overlap than expected.

#### Reproducibility

Each experiment featured in Figs. 1f, g (lower panel on the latter); 3e; 4e; 5g have been repeated at least twice, with the same outcomes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus with the GEO Series accession number GSE204739. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The source code for GENOR is available at https://github.com/CouLab/GENOR.

# Supplementary material for: Translation and natural selection of micropeptides from long non-canonical RNAs
**Source:** Nat Commun. 2022 Oct 31;13:6515. doi: 10.1038/s41467-022-34094-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

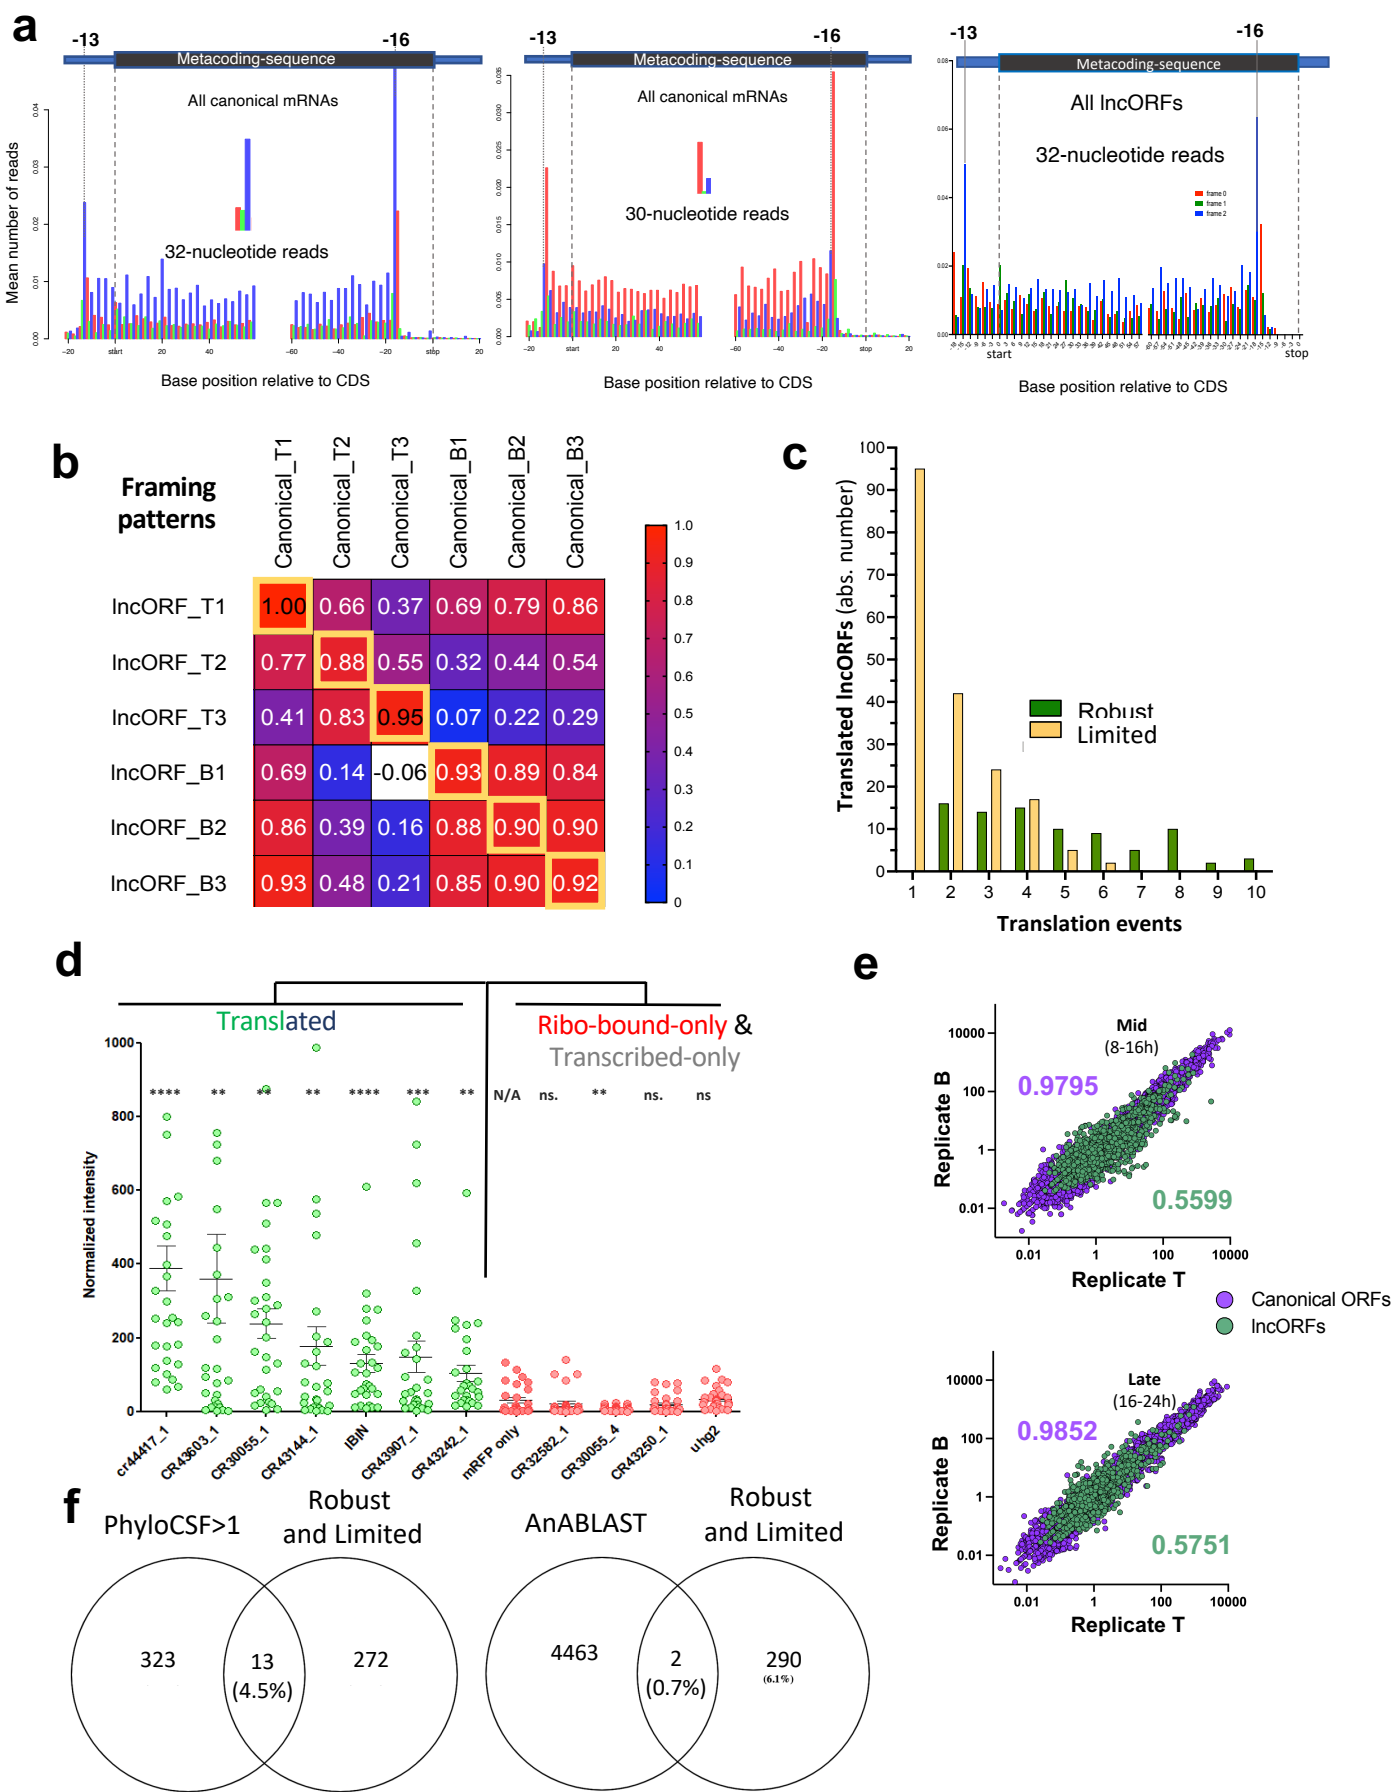

Supplementary Figure 1 | a) Riboseq framing coverage. Metagene plots for 32 (left) and 30 (middle) nucleotide-long RPF alignments to positions -20 to +60 and -60 to +20 around AUG and STOP codons, respectively, for all canonical ORFs, or all IncORFs (right, 32 nt. RPFs) **b) Correlation heatmap for IncORF and canonical framing**, per embryo Ribo-Seq replicate. Framing patterns per RPF length (26-36 nt.) were used for both IncORFs and canonical ORF classes. Heatmap colours correspond to Spearman's *rho* for pairwise comparisons. Yellow squares: correlation in framing across classes, for the same biological replicate. T: 'T' replicate. B: 'B' replicate. *e.g.* T1: Replicate T, 0-8h. **c) Total number of translation events across *Drosophila melanogaster* embryogenesis**, for all IncORFs detected as having limited (yellow) or robust (green) translation. **d) Quantification of tagged IncORF expression** levels for translated (green) and not translated (red) IncORFs. N=30 independent cells for each of the constructs tested. "*" indicates $p < 0.05$; "***" indicates $p < 0.01$; "****" indicates $p < 0.001$; "*****" indicates $p < 0.0001$. Exact *p*-values: CR44417_1: $p = 0.00009$; CR43907_1: $p = 0.0074$; CR43144_1: $p = 0.0061$; CR43603_1: $p = 0.0081$; CR30055_1: $p = 0.00009$; IBIN: $p = 0.0001$; CR43242_1: $p = 0.0023$; CR32582_1: $p = 0.4154$; Uhg2: $p = 0.5488$; CR30055_4: $p = 0.0066$; CR43250_1: $p = 0.2898$; Unpaired *t*-tests, two-tailed, pairwise comparisons between each construct and mRFP control. **e)** Correlation of Embryo Ribo-Seq RPKM values. Plot and Spearman's *rho* values for IncORF (green) and canonical ORFs (purple) RPKM^{FP} values across replicates B (y axis) and T (x axis) during mid (8-16h) and late (16-24h)-embryogenesis. **f) PhyloCSF and AnABLAST codingness predictions** have very limited overlap (4.45% and 0.7%, respectively) with our set of translated IncORFs (either Robust or Limited) as determined by Ribo-seq.

Supplementary Figure 2

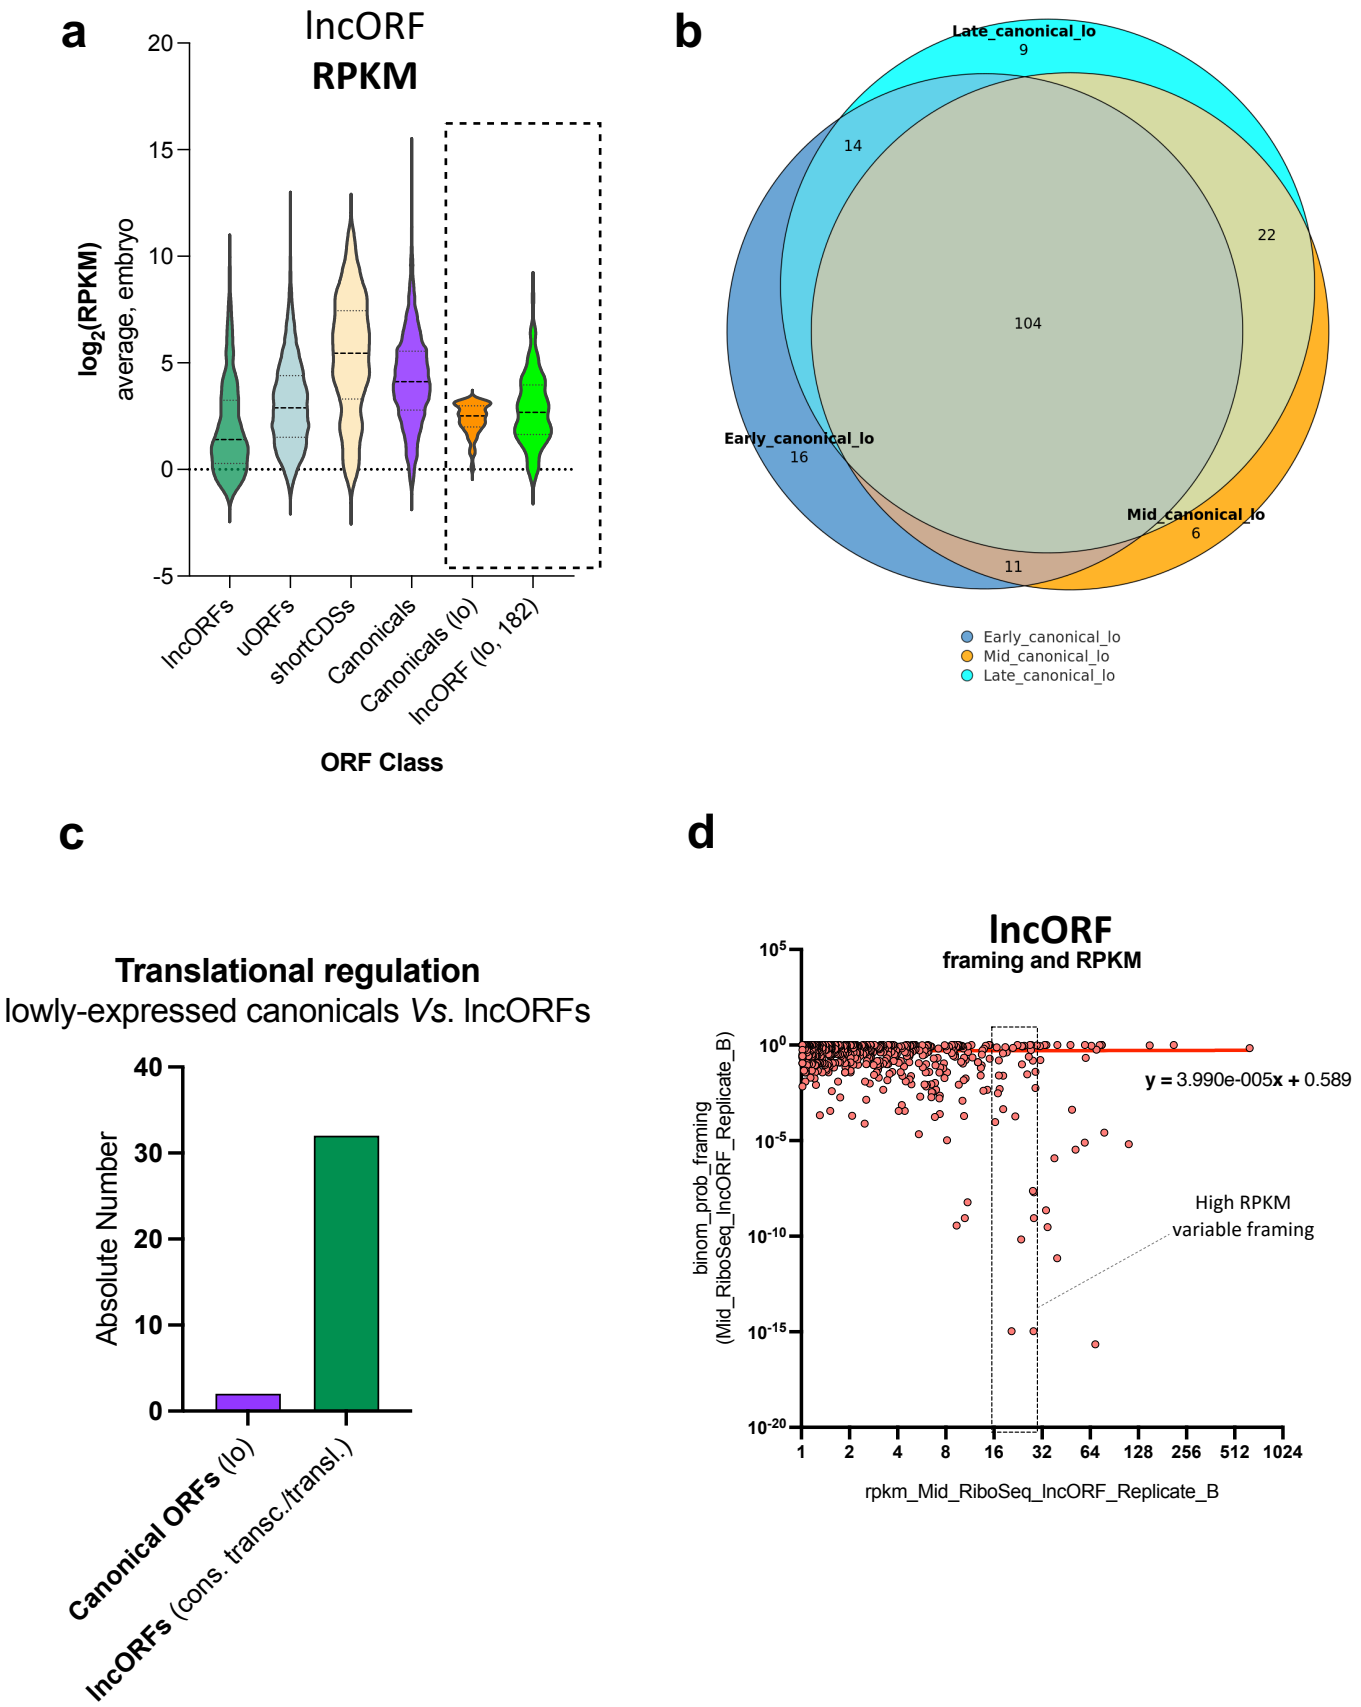

Supplementary Figure 2 | a) RPKM value distributions for matched populations of canonical and IncORFs. To control for artefactual translational regulation across stages due to low IncORF expression, we selected an equivalent number of translated canonical ORFs matching the lower RPKM range of constitutively transcribed IncORFs (Dotted line). Other ORF classes are represented for comparison. **b) Qualitative translational regulation of lowly-expressed canonical ORFs across embryogenesis.** Venn diagram depicting the detection of translation across embryonic stages for constitutively-transcribed embryonic canonical ORFs (annotated, > 100AA; N=182). **c) Quantitative translational regulation for lowly expressed ORFs across embryogenesis.** Absolute number of canonical ORFs and IncORFs displaying significant modulations in TE (translational efficiency) across embryonic stages (Z-ratio Early-Mid or Mid-Late > |1.5|). **d) relationship between IncORF RPKM and framing in the embryo.** X-Y plot showing RPKM (X) and binomial probability (Y) for every IncORF in Mid-embryogenesis (8-16h), replicate B. Linear regression denoted by red line, with corresponding equation below. Dotted square serves to illustrate a number of IncORFs with similarly high RPKM values (between 16 and 32) and a wide range of framing patterns, from aperiodic (most, top) to triplet periodicity (below).

Supplementary Figure 3

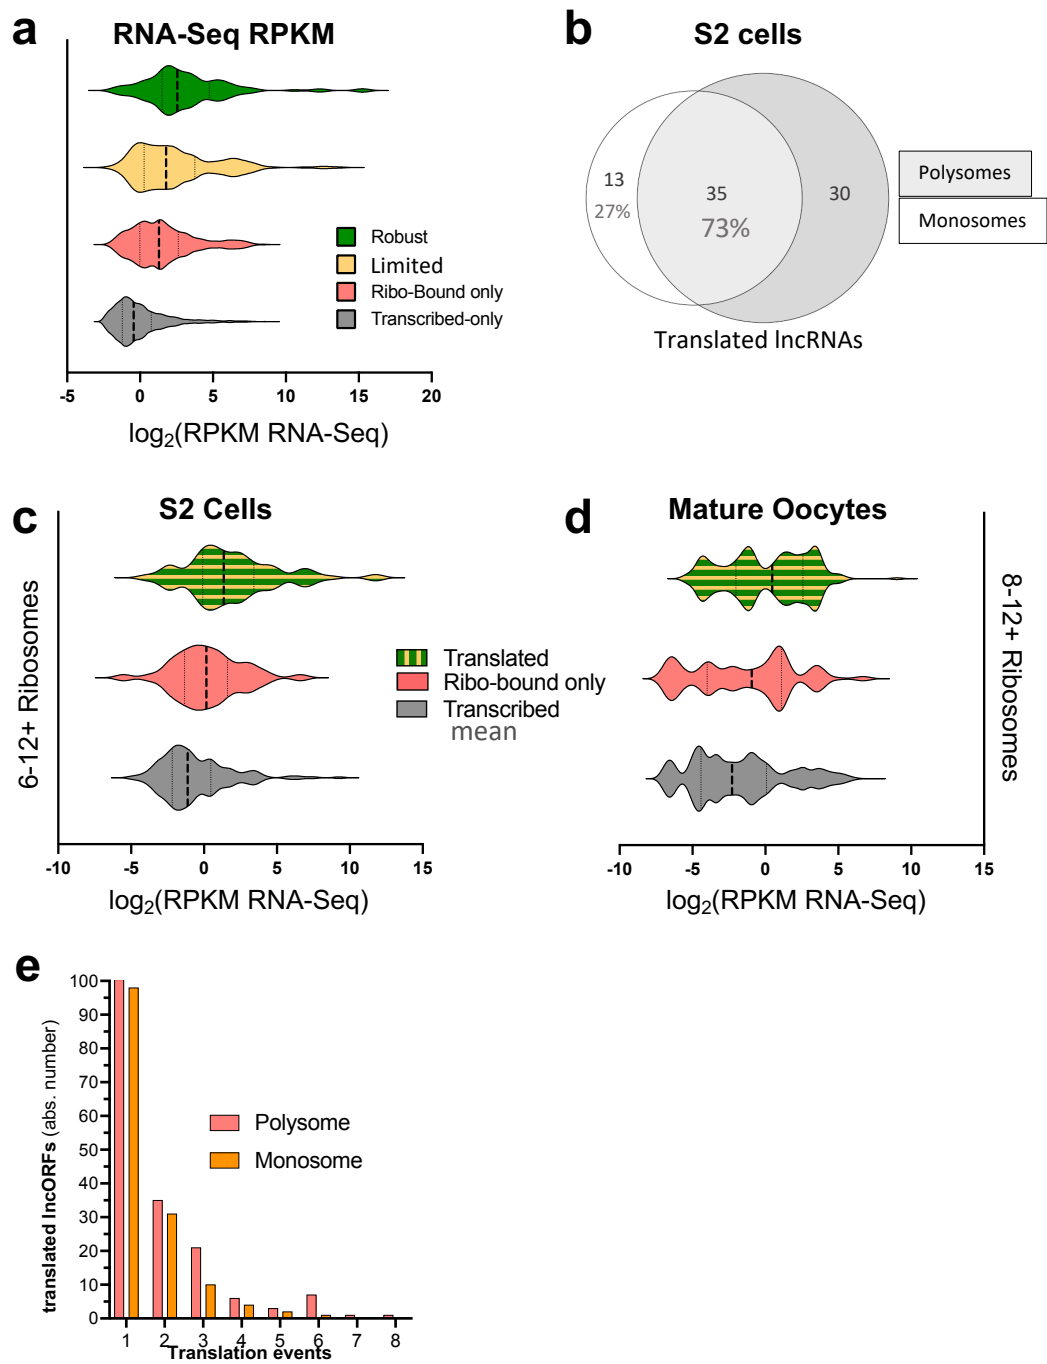

Supplementary Figure 3 | a) RNA-Seq RPKM across IncORF translation classes. Violin plots of log₂-transformed RNA-Seq RPKM (average across embryogenesis) for all IncORFs in each translation class. Thick dotted lines denote median, thin dotted lines denote lower and upper quartiles. **b) Number of translated IncRNAs in S2 cells.** Proportional Venn diagram depicting IncRNAs containing translated ORFs in either monosomes (white circle) or polysomes (grey circle). Absolute numbers in black, percentages of total below (grey). **c) Loading of translated IncRNAs in S2 cell polysomes.** Violin plots of RPKM values for IncRNAs detected by polysomal profiling in the 6-12 ribosome fraction of S2 cells. **d) Loading of translated IncRNAs in mature oocytes.** Violin plots of RPKM values for IncRNAs detected by polysomal profiling in the 8-12 ribosome fraction of mature oocytes from *Drosophila melanogaster*. **e) IncORF translation events in monosomes and polysomes of S2 cells. Histogram of absolute number of IncORFs and detected number of translation events** ($p < 0.01$ per IncORF per RPF length, in lengths 26-36) in either monosomes or polysomes.

Supplementary Figure 4

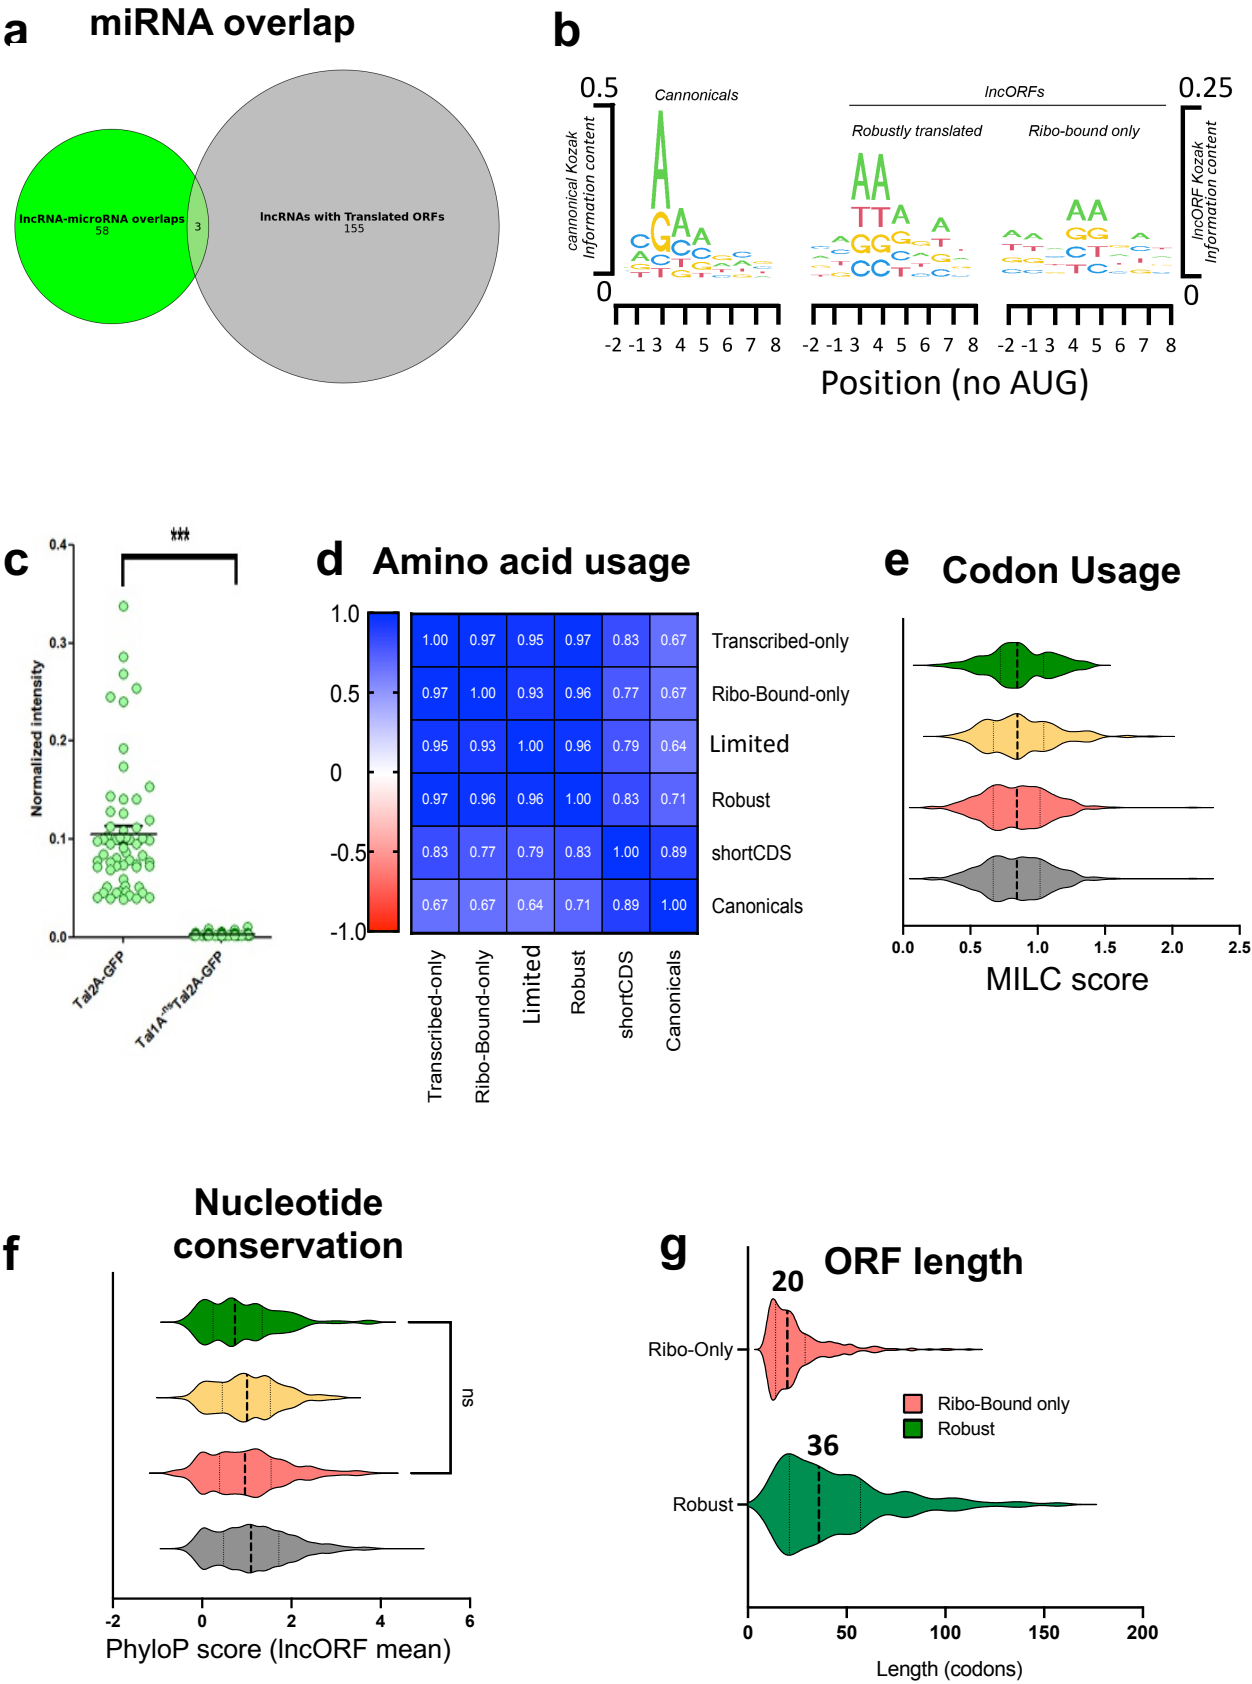

Supplementary Figure 4 **a) Comparison between lncRNA translation and microRNA production in *cis*.** lncRNAs with translated ORFs were compared with those serving as hosts for microRNAs, with the two groups showing minimal overlap. **b) Sequence logos of Kozak contexts** reflecting the better scores obtained by translated lncORFs compared to ribo-bound only lncORFs. Notice also the qualitative differences between these classes; ribo-bound lncORFs lack the highly represented adenine in position 3, whereas Robustly translated lncORFs show a clear over representation of adenines in that position. **c) Quantification of translation from *tarsal-less* constructs.** Each green dot represents the quantification of an individual cell expressing GFP-tagged ORF 2A expression from *tarsal-less* constructs with (left) or without (right) a STOP codon. N=30 independent cells for both conditions. Asterisks (**) denote p -value = 0.0008 (Unpaired t-test, one-tailed). **d) Correlation heatmap of amino acid usages across ORF classes in the *D. melanogaster* transcriptome.** Numbers denote *Pearson's r* values for each pairwise correlations. Transcribed-only, Ribo-bound only, Limited and Robust denote lncORF classes. **e) Codon optimality across lncORF categories.** Violin plots of codon usage, as compared to canonical ORFs using the MILC score (Measure Independent of Length and Composition). Thick dotted lines denote median, thin dotted lines denote lower and upper quartiles. **f) Nucleotide-level conservation of lncORF classes.** Violin plots for average PhyloP scores across the ORF, for distinct lncORF translation classes, using pre-computed genome-wide scores for multiple alignments of 26 genomes to the *D. melanogaster* genome. $p=0.02878$; Mann-Whitney test, two-tailed. **g) Robustly translated lncORFs tend to be larger than lncORFs that are Ribo-bound only.** Thick dotted lines denote median, thin dotted lines denote lower and upper quartiles.

Supplementary Figure 5

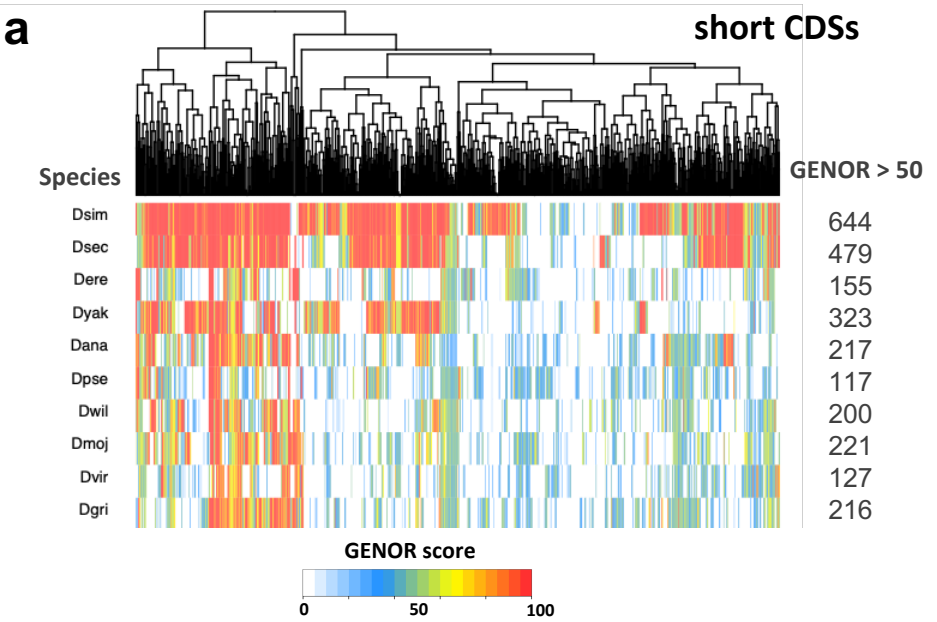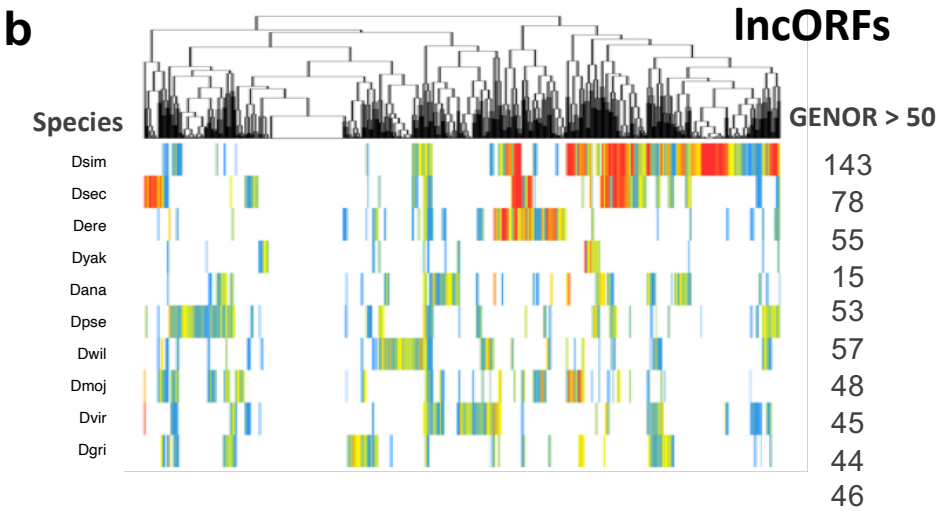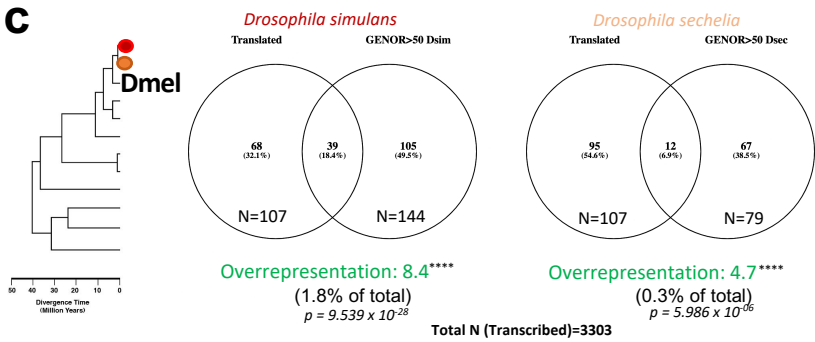

d

ORF_ID	start	chr	strand	length (codons)	RiboSeq rpkm average	Independent framing calls	Kozak Score	Dsim GENOR score	dN/dS Dsim
FBtr0340272_1	33	2R	+	41	23.2778196	14	1.1986	72.682927	Inf
FBtr0081385_1	60	2L	+	21	8.6312575	8	2.9544	70.47619	0.431742
FBtr0086842_1	22	2R	+	21	18.4485596	12	3.9778	93.809524	0.52062
FBtr0339421_2	78	2R	-	61	4.79481231	5	2.8675	66.065574	0.461379
FBtr0340282_1	23	2R	+	28	10.7719149	11	2.8633	51.428571	0.62681
FBtr0340526_3	86	2R	+	51	8.56682554	2	-1.4808	53.72549	0.414885

Supplementary Figure 5 | GENOR heatmaps for consevation scores across the *Drosphoila* sp. phylogeny for **a)** all annotated smORFs (shortCDSs) and **b)** all IncORFs with ribosome binding. Warmer colours denote higher conservation score (red: 100% conservation), whereas colder colours denote lower conservation scores (white: no conservation). Column on the right of each heatmap denotes number of *D. melanogaster* ORFs with detected homologues (GENOR score higher than 50) in each Drosophilid species. **c)** statistical overrepresentation of robustly translated IncORFs in the conserved IncORF group, as defined by GENOR scores higher than 50 in *Drosophila simulans* (*Dsim*, left panel, $p = 9.539 \times 10^{-28}$) and *Drosophila sechelia* (*Dsec*, right panel, $p = 5.986 \times 10^{-06}$). Green: Representation factor statistic (see Methods). Red: Species placing in the phylogeny. **d)** Individual examples of conserved, robustly translated IncORFs in *Drosophila simulans*, selected from the 39 overlapping IncORFs in panel S5c, left. *p-values* correspond to representation factor analysis, see Methods.

Supplementary Table 1

SupplementaryTable 1: Sequencing read numbers for all samples used

Embryo

Protocol	Replicate	Stage	RAW READS		ORF-ALIGNED READS	
			Total Sample	TOTAL	Total Sample	TOTAL
Poly-Ribo-Seq	T	Early	730,411,918	2,047,810,976	80,543,642	570,558,097
					11.03%	
	B	Early	322,959,034		100,025,645	
					30.97%	
	T	Mid	356,182,680		113,774,297	
					31.94%	
	B	Mid	170,312,394	40,998,164	24.07%	
	T	Late	309,593,498	179,207,862	57.88%	
	B	Late	158,351,452	56,008,487	35.37%	
			RAW READS		GENOME-ALIGNED READS	
RNA-Seq	T	Early	108,457,666	604,933,230	39,350,875	265,136,599
					36.28%	
	B	Early	99,986,496		73,969,154	
					73.98%	
	T	Mid	54,333,403		13,534,556	
					24.91%	
	B	Mid	170,312,394	67,655,830	39.72%	
	T	Late	68,857,596	19,879,597	28.87%	
	B	Late	102,985,675	50,746,587	49.28%	

S2 Cells

			RAW READS	GENOME-ALIGNED READS
Poly-Ribo-Seq	S2	Monosomes	71,338,560	12420079
				17.41%
	S2	Polysomes	67,920,154	35113316
				51.70%
RNA-Seq	S2	Total RNA	82,358,730	69684819
				84.61%

Supplementary Table 1 | Sequencing used in this study. Number of reads per sample analysed, for both embryonic samples (top) or S2-cell samples (bottom). Both initial (“raw”) and ORF-aligned reads are depicted. In the case of RNA-Seq, genome-aligned reads are reported. Red numbers denote percentage of ORF-aligned reads, with respect to the initial value, per sample.

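The read totals recovered from the RPKM values of the S2 libraries can be set beside this table. For monosomes and polysomes they equal its genome-aligned numbers, and for S2 RNA-Seq the recovered total is 1 read above it. For embryos the table gives ORF-aligned Poly-Ribo-Seq reads and genome-aligned RNA-Seq reads per replicate and stage, which are higher than the totals recovered here. The sample labels name the embryo libraries used here as repeat sequencing. The paper pooled such sequencing with earlier reads of the same samples, so its numbers cover more runs than the libraries used here. Which alignments the recovered totals cover was not tested.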

# Supplementary material for: Translation and natural selection of micropeptides from long non-canonical RNAs
**Source:** Nat Commun. 2022 Oct 31;13:6515. doi: 10.1038/s41467-022-34094-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: This supplementary data file consists of an Excel table (XLSX format) containing relevant information on all the lncRNA ORFs considered in this study including their reference name, transcript and gene of origin, genomic coordinates, evolutionary patterns as measured by GENOR and dN/dS and expression levels in both RNA-Seq and Ribo-Seq RPKM per replicate.

File Name: Supplementary Data 2

Description: This supplementary data file consists of an Excel table (XLSX format) containing substitution pattern information relevant for the measurement of dN/dS in all the lncRNA ORFs considered in this study, for pairwise alignments between *Drosophila melanogaster* and either *Drosophila simulans* (Dsim) or *Drosophila sechellia* (Dsec).

# Supplementary material for: Translation and natural selection of micropeptides from long non-canonical RNAs
**Source:** Nat Commun. 2022 Oct 31;13:6515. doi: 10.1038/s41467-022-34094-y
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis For S2 cell IncORF expression analysis we used standard Image J plugins (v 1.53c). GraphPad Prism (v.9.1.1) and R (v.4.0.3) were used for statistical analyses. R packages coRdon (v.1.8.0), riboSeqR (v.1.0.0) and ape (v.5.6-2) were used for nucleotide and amino acid sequence analyses. EMBOSS (v.6.6.0.0) was used to predict ORFs. bedtools (v.2.30.0) was used for analyses involving genomic coordinates. A novel software, GENOR, has been used for homology detection and is available. The source code for GENOR is available at <https://github.com/CouLab/GENOR>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data used in this manuscript is available in <https://www.ncbi.nlm.nih.gov/geo/>, under accession number: GSE204739. Further data and materials are available under request to the corresponding author.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sequencing depth was determined following the results of Patraquim et al. 2020, Gen. Biol. Specifically, sequencing depth (number of reads) was increased until statistically significant differences (by binomial cumulative tests) could be obtained from two biological replicas when measuring tri-nucleotide periodicity in the 5' mapping of the reads. Our sample size of duplicates per Ribo-seq and RNA-seq experiments, particularly considering the sequencing depth obtained in this study, goes beyond the current standards applied to these methods. The numbers chosen for Flag expression quantification (at least 30 cells per condition) were enough to obtain significant differences as evaluated by standard one tailed t test, with acceptable standard deviations.
Data exclusions	No data was excluded, however we depleted bochemically and computationally, prior to analysis, the sequences belonging to ribosomal and tRNAs.
Replication	All ribosomal profiling and RNA-seq data presented here was obtained from experiments performed in duplicates, likewise for experimental validation in S2 cells. All attempts at replication were successful
Randomization	No specific experimental variations (apart from developmental) were tested in this study. The raw observations (RNA sequencing reads) are generated automatically by sequencing machines and come effectively randomized, as a mixture from thousands of cells from hundreds of embryos.
Blinding	No specific experimental variations (apart from developmental) or hypothesis were tested in the original Ribosomal profiling collection. The raw observations (RNA sequencing reads) are descriptive in nature and generated automatically by sequencing machines from external service providers, who only had access to our identifier codes. Thus, the raw data was obtained blindly without experimenter input or interpretation.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	We used commercial anti-FLAG (Sigma, F3165, clone M2) and anti-mouse -FITC (jackson, 715-545-150) antibodies.
Validation	Both commercial antibodies have been validated for use in Drosophila melanogaster in Aspden, J. L. et al. Extensive translation of small Open Reading Frames revealed by Poly-Ribo-Seq eLife 3, e03528 (2014).

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Drosophila S2 cells were obtained from the Drosophila Genome Resource Centre

Authentication	These cells have been thoroughly authenticated by the DGRC. No specific authentication, other than morphological, was carried out for these cells.
Mycoplasma contamination	No mycoplasma contamination was detected in our cells.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in this study

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	The experiments described in his study were performed in Oregon Red strain (established in or before 1925: Genetic Variations of <i>Drosophila melanogaster</i> , Lindsley and Grell, 1972, Carnegie Inst of Washington, Washington, D.C., U.S.A.) of <i>Drosophila melanogaster</i> , also known as fruitfly. Flies of both sexes, from 1 to 20 days old were used indiscriminately.
Wild animals	No wild animals were used in the study
Field-collected samples	No field collected samples were used in the study
Ethics oversight	This study did not require an ethical approval

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

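Poly-Ribo-Seq, in which ribosome footprints are taken from polysomes, and RNA-Seq of Drosophila melanogaster embryos, and Ribo-Seq of monosomes and polysomes and RNA-Seq of S2 cells, were analysed from 8 libraries, 1 for each stage or fraction and assay. The submitters' processing notes name Bowtie and HISAT2; their versions are not given in the sources used here. The authors counted reads per lncORF and deposited RPKM values, 1 column per library, together with coordinates and sequences. The table holds 1 further column of per-sample values that matches no sample label, and it was not used. A column of Early footprints of replicate T can belong to either of 2 sequencing samples of that replicate and was used as 1 library.

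RPKM values were not negative in any library, and 254 lncORFs have no number. Reads were recovered as RPKM times length over the smallest such product of the library. No count test was run; tests were made on lncORFs or genes as units, which are not independent replicates, so that p-values measure the spread over lncORFs and not over animals or cultures. In the part of Supplementary Data 1 that was read, the first 5.95% of its lines, 771 of 771 S2 monosome and polysome values lie within 0.1% of the deposited RPKM. Transcripts and neighbouring genes were taken from the Ensembl annotation release given with the genome, which is later than the one the paper used.

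The calls of translation (framing), Kozak scores, GENOR scores, dN/dS and PhyloP values were not analysed here, so that the tests planned for them were not run. In their place lncORFs were grouped into ribosome-bound and not bound, by RPKM above 1. Clustering was tested with 100000 shuffles of the bound labels among transcribed lncORFs, position and transcript length with 100000 shuffles of mean ranks, and shared binding and lncRNA groups with Fisher's exact test, with Benjamini-Hochberg adjustment over the groups and a threshold of 0.05. Where a cell of a group's table was 0, 0.5 was added to each cell for the odds ratio. The seed was 1. The lncRNA groups, the RPKM thresholds, the tests of clustering, groups and monosomes against polysomes, and the rule for named lncRNAs were set before the data were examined: the lncRNAs the paper names, the members of small groups, and the robust lncORFs with the highest RPKM in each footprint library (10 for Early, 5 for each other), and part of Supplementary Data 1 was open to reading then. After the data were seen, ribosome binding took the place of the authors' calls, the highest RPKM was taken over all lncORFs, and the comparisons of embryos with S2 cells, of transcript length and of microRNA hosts, the translational efficiency of bound lncORFs and the counts by stage were added. Other lncRNAs, among them CR45204, CR31044, CR46064, dntRL, CR45273 and CG43051, were named after their values were seen. The bithorax group holds bxd, iab4 and iab8, and the microRNA hosts of the group test are iab4, iab8, Hsromega and let7C, of which let7C was not transcribed. The germline group and the Y chromosome had no lncORF with values. The Cochran-Mantel-Haenszel test used statsmodels.

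The clustering and position tests were tested on simulated data over the 2352 transcribed lncORFs. With random labels the clustering test passed its threshold in 1 of 40 data sets and the position test in 3 of 40; with labels weighted by gene or toward the 5′ end each passed in 40 of 40. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and statsmodels 0.14.6.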

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

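The tests of the CR44504 hairpins, of the hosts left out in turn and of the monosome reads were chosen only after the result was seen; the tests on the other microRNA hosts and on the Late embryos were chosen after the pattern, with the stage counts they use, but before their own outcome.

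Among the 5 lncORFs with the highest RPKM of a footprint library, those over microRNA hairpins or belonging to small structured RNAs are not discussed in the paper. They were picked for their high RPKM, so that lying above the limit that a count of 0 allows is no test of them. CR44504 on 2R had 3167 RPKM on lncORF 4, 959.8 RPKM on lncORF 7, 233 RPKM on lncORF 1 and 218.5 RPKM on lncORF 2 in Early embryos, and 520.9 RPKM on lncORF 4 in Mid embryos. The small nuclear RNA gene snRNA:LU had 292.9 RPKM in Mid and 113.4 RPKM in Late embryos on lncORF 2. The gene copies of 7SL, the RNA of the signal recognition particle, listed 230.4 RPKM (7SLRNA:CR42652, 647 reads) and 229.7 RPKM (7SLRNA:CR32864, 645 reads) in Mid embryos; with counts this close in each library, reads shared between the copies are not excluded, and the values do not show that each copy is high. RNase MRP RNA had 76.7 RPKM in Late embryos on lncORF 4.

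Summed over its lncORFs, CR44504 had 7367 Early footprint reads, 29.9% of the sum over all lncORFs of that library, against 29 Late reads. Reads on overlapping lncORFs enter these sums more than once, and lncORFs 1 and 2, which overlap, both list 632. Its 17 lncORFs include 9 over hairpins of the mir-309 cluster, and these held 99.5% of its Early reads on 34.4% of its lncORF length, but not evenly: lncORFs 3, 6, 8 and 9, also over hairpins, had 2, 0, 0 and 3 Early reads. In contrast, lncORF 4, over mir-286, had 4867 Early footprint reads and 5 Early RNA-Seq reads. The same was then tested in 24 other host lncRNAs: their 52 hairpin lncORFs had a mean of 1.75 Early RPKM and their 797 other lncORFs 0.175 (one-sided permutation within lncRNAs, p = 2e-05). CR45911 (mir-13b-1) decides much of the size: without it the means were 1.06 and 0.177 (permutation p = 0.00028, the highest with any 1 of the 24 hosts left out). Fragments of microRNA precursors are therefore a candidate source of footprint reads on these lncORFs; translation of the same lncORFs was not tested.

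Fewer lncORFs were above 1 RPKM in the Late than in the Early library. The tables argue against depth as the whole cause: thinned to the Early depth, the Late library gave a median of 355 lncORFs (331 to 388 in 100 thinnings) against 725. They argue the same way against counting error, since 180 Late and 340 Early lncORFs have a Poisson lower bound above 1 RPKM. Replicate or library effects stay open with 1 library per stage, and the developmental stage itself remains an untested explanation.

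The S2 monosome library lists few lncORFs with few reads, and 69 of 179 transcribed lncORFs with at least 30 polysome reads are listed at 0 there. For a minimum number of reads, lncORFs listed with 1 or 2 reads were counted, and there were 4. The smallest value of the library was taken as 1 read, so the test could not have found none. The library total recovered with this unit equals the paper's number of genome-aligned reads. The 4 lncORFs therefore argue only against a minimum that holds for every lncORF, and a minimum applied before counting was not tested. Copies of few molecules stay open: the monosome counts departed from the best mixture of Poisson draws more than 82 of 100 drawn sets did, the polysome counts more than 99, and simulated sets with 6 copies of each molecule departed in 20 of 20. No biological explanation was tested for this pattern.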

How the results depend on the processing

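Clustering, monosome against polysome binding and embryo against S2 binding kept their direction and stayed past the threshold under each alternative run. Clustering gave 160 genes against 174 expected (permutation p = 0.00634) at its weakest, among lncORFs that overlap no other and within quintiles of RNA level. The alternatives chosen only after the result was seen are those for stage counts, embryos against S2 cells, transcript length, microRNA hosts and translational efficiency, and elsewhere those on S2 libraries, the Early libraries alone, overlap with other annotated genes, gene names as given, shuffling within transcripts, combined or RNA quintiles beyond clustering, and, for clustering, recovered reads and, for monosomes, lncORFs that overlap no other. The position result was lost in S2 monosomes, where 48.2% of pairs had the bound lncORF nearer the 5′ end against 50.0% expected (permutation p = 0.368). Within quintiles of the number of transcribed lncORFs, transcripts with binding turned from the longer to the shorter ones at the same 47.9% of pairs. microRNA hosts turned from more to less often bound when lncORFs were counted, with an odds ratio of 0.682. The count by gene favours hosts, which hold more transcribed lncORFs each. Of the lncRNA groups, 6 passed the threshold by lncORF and 2 by gene. By gene the odds ratios of stress and immunity (5.91, 2 genes) and microRNA hosts (8.31, 3 genes) lay above 1. All these genes were bound, so both values follow from 0.5 added to an empty cell and give no direction. Over the alternatives the adjusted p of dosage compensation ranged from 0.00841 to 0.832, and that of the nervous system group from 0.00871 to 0.237. The numbers above 1 RPKM moved with the threshold: at least 5 reads gave 479 Early and 611 Late lncORFs, RPKM above 2 gave 424 Early, 472 Mid and 164 Late, and lncORFs that overlap no other numbered 225 Early, 278 Mid and 105 Late. Median Early translational efficiency moved to 1.46 with at least 10 reads, which selects on the numerator of the ratio. The cause was not tested except where the alternative counts fewer lncORFs or selects on the ratio by its construction. Leaving out the Y chromosome was not run, since its lncORFs have no values, and alternatives on framing, Kozak, GENOR, dN/dS and PhyloP were not run. No paired analysis was possible because each condition has 1 library. Among the embryo footprint libraries depth limits the Early values most, where 1 read on a lncORF of median length is 0.442 RPKM; in S2 monosomes it is 1.07 RPKM and in Late RNA-Seq 0.880 RPKM.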

Differences from the paper's values

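The share of transcribed lncRNAs with ribosome-bound lncORFs was 46.0% here and 30% in the paper; among the alternatives set before the data were examined, lncORFs that overlap no other gave 41.8%, within 1.5 times of the paper's value, while the transcript as the unit (47.4%) did not, and shuffling within RNA quintiles leaves the share at 46.0% by its construction. The numbers of lncRNAs with ribosome-bound lncORFs were 281 here and 264 in the paper, and those of transcribed lncRNAs 611 and 866. With the transcript as the unit they were 332 and 701 here. Binding was called here from 1 library of replicate T at any stage, whereas the paper requires it in both replicas of a stage. Transcribed lncORFs without ribosome binding numbered 1520 here and 2832 in the paper. Transcription was called here from 2 RNA-Seq libraries and in the paper from either replica of 3 stages, and no alternative was set for this count. The embryo libraries used here are labelled as repeat sequencing, which the paper pooled with earlier reads, so the read depth behind these counts differs too. lncRNAs with a microRNA hairpin numbered 36 here and 61 in the paper, with a later annotation and no alternative set. The paper states that the position effect is also seen in monosomes, for translated lncORFs. For ribosome-bound lncORFs the medians in S2 monosomes were 5 and 5 here, while in polysomes they were 4 and 6. The monosome calls are uncertain, since 69 of 179 transcribed lncORFs with at least 30 polysome reads are listed at 0 there. The paper proposes that translated lncRNAs are depleted of microRNAs. By ribosome binding, 21 of 29 transcribed hosts carried a bound lncORF here, a count that favours hosts because they hold more transcribed lncORFs each. By lncORF, hosts had 98 bound and 249 not bound against 734 and 1271 in other lncRNAs. Neither count is of translation, which the paper compared with microRNAs.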

Other observations

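No tests were run in this part. Some lncRNAs that the paper does not name were bound on most of their transcribed lncORFs. All 40 transcribed lncORFs of CR42862 were ribosome-bound in embryos, and its lncORF 1, which overlaps CG33229, had 1368 Early, 281 Mid and 84 Late reads. dntRL had 11 of 11 transcribed lncORFs bound and CR46064 had 13 of 15. CR44138 lncORF 2 was highest in Mid embryos with 314 reads, against 1 in Early and 62 in Late, and CR43855 lncORF 1 rose from 1 Early to 35 Mid and 277 Late reads.

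The hairpin lncORFs of CR45911 (mir-13b-1) and CR43650 (mir-8) had 46 and 24 Early reads, after CR42651 (mir-10) with 70. In the part of Supplementary Data 1 that was read, the paper's class is robust for RNase MRP lncORF 4 and for lncORF 1 of both 7SL copies.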
